# Sex, Scavengers, and Chaperones: Transcriptome Secrets of Divergent *Symbiodinium* Thermal Tolerances

**DOI:** 10.1093/molbev/msw119

**Published:** 2016-06-14

**Authors:** Rachel A. Levin, Victor H. Beltran, Ross Hill, Staffan Kjelleberg, Diane McDougald, Peter D. Steinberg, Madeleine J. H. van Oppen

**Keywords:** symbiodinium, dinoflagellate, thermal tolerance, acclimation, coral, bleaching, transcriptomics.

## Abstract

Corals rely on photosynthesis by their endosymbiotic dinoflagellates (*Symbiodinium* spp.) to form the basis of tropical coral reefs. High sea surface temperatures driven by climate change can trigger the loss of *Symbiodinium* from corals (coral bleaching), leading to declines in coral health. Different putative species (genetically distinct types) as well as conspecific populations of *Symbiodinium* can confer differing levels of thermal tolerance to their coral host, but the genes that govern dinoflagellate thermal tolerance are unknown. Here we show physiological and transcriptional responses to heat stress by a thermo-sensitive (physiologically susceptible at 32 °C) type C1 *Symbiodinium* population and a thermo-tolerant (physiologically healthy at 32 °C) type C1 *Symbiodinium* population. After nine days at 32 °C, neither population exhibited physiological stress, but both displayed up-regulation of meiosis genes by ≥ 4-fold and enrichment of meiosis functional gene groups, which promote adaptation. After 13 days at 32 °C, the thermo-sensitive population suffered a significant decrease in photosynthetic efficiency and increase in reactive oxygen species (ROS) leakage from its cells, whereas the thermo-tolerant population showed no signs of physiological stress. Correspondingly, only the thermo-tolerant population demonstrated up-regulation of a range of ROS scavenging and molecular chaperone genes by ≥ 4-fold and enrichment of ROS scavenging and protein-folding functional gene groups. The physiological and transcriptional responses of the *Symbiodinium* populations to heat stress directly correlate with the bleaching susceptibilities of corals that harbored these same *Symbiodinium* populations. Thus, our study provides novel, foundational insights into the molecular basis of dinoflagellate thermal tolerance and coral bleaching.

## Introduction

Corals and their dinoflagellate endophotosymbionts of the genus *Symbiodinium* create the foundation of tropical coral reefs, which support hundreds of thousands of plant and animal species (Reaka-Kudla et al. 1996). Tropical reef-building corals require metabolites provided by *Symbiodinium* for their nutrition and high rates of calcification (Muscatine and Porter 1977; Barnes and Chalker 1990; Gordon and Leggat 2010). Efficient recycling of nutrients between *Symbiodinium* and corals allows entire ecosystems to flourish in low nutrient waters (Roth 2014). Rising sea surface temperatures due to climate change cause the breakdown of the *Symbiodinium*-coral symbiosis resulting in the loss of *Symbiodinium* from the coral host (i.e., coral bleaching) and, consequently, drastic declines in coral health and cover worldwide (Hoegh-Guldberg 1999; Hoegh-Guldberg et al. 2007). Climate change impact models predict that many coral reefs will be irreversibly damaged in a matter of decades (Carpenter et al. 2008; Pandolfi et al. 2011). While the exact mechanistic role that *Symbiodinium* plays in coral bleaching has yet to be uncovered, increased production of ROS, such as superoxide and hydrogen peroxide, by *Symbiodinium* cells in response to heat stress is considered to be a key factor (Suggett et al. 2008; McGinty et al. 2012). Leakage of excess ROS from *Symbiodinium* cells when inside the coral tissues (*in hospite*) may exacerbate stress-induced oxidative damage of coral tissues and lead to *Symbiodinium* expulsion (Downs et al. 2002; Krueger et al. 2015).

The genus *Symbiodinium* is highly diverse, and substantial physiological differences exist among and even within “types”, i.e., genetic variants typically designated by the nuclear ribosomal DNA internal transcribed spacer 2 (ITS2) to notionally represent species (Arif et al. 2014). Different *Symbiodinium* can strongly influence coral gene expression and bleaching susceptibility (DeSalvo et al. 2010; Oliver and Palumbi 2011; Howells et al. 2012; Yuyama et al. 2012), and it is generally thought that *Symbiodinium* are more vulnerable to heat stress than their coral host (Fitt et al. 2001). Unraveling the molecular basis of variation in *Symbiodinium* thermal tolerance is thus an essential step required to understand variation in coral bleaching susceptibility.

Although *Symbiodinium* physiological responses to heat stress are well studied (Warner et al. 1999; Tchernov et al. 2004; Suggett et al. 2008; Howells et al. 2012; McGinty et al. 2012), the underlying gene regulation is still unresolved. Much of the evidence to date suggests that *Symbiodinium* lack a transcriptional response to heat stress (Leggat et al. 2011; Putnam et al. 2013; Barshis et al. 2014; Krueger et al. 2015), which contradicts the strong evidence in other organisms that physiological changes are largely driven by regulation of mRNA synthesis and degradation (Arbeitman et al. 2002; Wilusz and Wilusz 2004; Rossouw et al. 2009; Harb et al. 2010). In *Symbiodinium*, translational regulation and post-translational modifications have been hypothesized to primarily drive changes in the proteome under heat stress (Barshis et al. 2014), as only a small collection of transcription factors have been identified in the transcriptome and genome of *Symbiodinium* (Bayer et al. 2012; Shoguchi et al. 2013). *Symbiodinium* transcriptomes have also been found to contain microRNAs (Baumgarten et al. 2013), molecules that repress translation of mRNA into proteins as well as direct and accelerate mRNA degradation (Valencia-Sanchez et al. 2006; Wu et al. 2006). Regulation of mRNA abundance may, therefore, be an important contributor to physiological responses by *Symbiodinium*.

Several previous gene expression studies in *Symbiodinium* have applied acute heat stress on the scale of hours to a few days (Baumgarten et al. 2013; Barshis et al. 2014; Rosic et al. 2014; Krueger et al. 2015), but a study on mRNA stability in the dinoflagellate *Karenia brevis* found dinoflagellate mRNA half-lives to be considerably longer than in other organisms (Morey and Van Dolah 2013). The majority of transcripts involved in the stress response, metabolism, and transcriptional regulation had half-lives over 24 h, and in some cases over four days (e.g., catalase/peroxidase, thioredoxin, and chaperone protein DnaJ) (Morey and Van Dolah 2013). Thus, some dinoflagellate genes may simply require longer periods of time to develop significant, detectable mRNA expression changes. However, Morey and Van Dolah (2013) did not measure mRNA half-lives under temperature stress, which can significantly alter mRNA stability (Castells-Roca et al. 2011; Chiba et al. 2013).

In this study, we used two heterogeneous populations of type C1 *Symbiodinium*, an ecologically important and globally distributed type associated with a diverse range of coral species (LaJeunesse et al. 2004; LaJeunesse 2005; Tonk et al. 2013). Despite having identical ITS1 and ITS2 sequences, the populations exhibit different thermal tolerances. Physiological and transcriptional analyses were conducted for each population at ambient (27 °C) and elevated (32 °C) temperatures in culture in order to investigate the molecular basis of *Symbiodinium* thermal tolerance. The populations were originally isolated from the coral *Acropora tenuis* at two separate sites on the Great Barrier Reef: South Molle Island (SM; 20°16′33″S, 148°49′36″E) and Magnetic Island (MI; 19°9′6″S, 146°51′56″E) that have average summer daily maximums of 28.2 °C and 30.1 °C, respectively. Corals harboring the thermo-sensitive SM population were previously shown to bleach after 11 days at 32 °C, whereas corals harboring the thermo-tolerant MI population remained unaffected (Howells et al. 2012). A significant reduction in photosynthetic capacity due to heat stress, a diagnostic trait of *Symbiodinium* thermal sensitivity and coral bleaching (Warner et al. 1999), accompanied loss of the SM population from its coral host at 32 °C (Howells et al. 2012). The susceptibility of each population to elevated temperature *in hospite* correlated with thermal tolerance in culture (Howells et al. 2012).

Here we report on thousands of differentially expressed genes (DEGs) in both populations exposed to elevated temperature (32 °C) that align with physiological responses. Our findings demonstrate how distinct transcriptomic plasticity and regulation of hallmark thermal tolerance genes and functional gene groups (i.e., gene ontology categories) can allow allopatric, conspecific *Symbiodinium* populations to exhibit contrasting thermal tolerances.

## Results and Discussion

### Physiological Responses of *Symbiodinium* to Heat Stress

Each population was cultured at 27 °C and 32 °C in two replicate incubators (supplementary table S1, Supplementary Material online) to avoid potential artifacts from individual incubators in our results. Physiological measurements for detection of cellular heat stress were used to determine sampling time points for transcriptomics that were anticipated to identify DEGs between temperature treatments (fig. 1*A*–*C* and supplementary fig. S1*A–D*, Supplementary Material online). On day 13, both the maximum relative electron transport rate for photosynthesis (rETRm) and initial photosynthetic rate (α) significantly decreased (*P* < 0.05) at 32 °C compared with 27 °C in the SM population only (fig. 1*A* and *B*). Decreased photosynthetic ability of *Symbiodinium* has been strongly connected to *Symbiodinium* thermal sensitivity and coral bleaching susceptibility (Warner et al. 1999; Takahashi et al. 2009; Ragni et al. 2010; Howells et al. 2012). Additionally, a significant increase (*P* < 0.05) in general ROS leakage out of *Symbiodinium* cells was detected in the SM population at 32 °C beginning on day 13 (fig. 1*C*), an observation that is consistent with evidence that coral bleaching is largely driven by increased ROS inside coral tissues (Downs et al. 2002; Suggett et al. 2008). Therefore, day 13 was chosen as a sampling time point for transcriptomics, along with day −1 to account for any pre-experimental DEGs between groups. Day 9, the potential start of the declining trend in rETRm in the SM population, was also selected as a sampling time point for transcriptomics to determine if the transcriptional response to heat stress precedes significant physiological damage. The overall lower photosynthetic efficiency of the SM population may be due to the lower amounts of photosynthetic pigments (chlorophyll *a* and β−carotene) in cells from the SM population compared to those from the MI population (Howells et al. 2012).

**Fig. 1:**
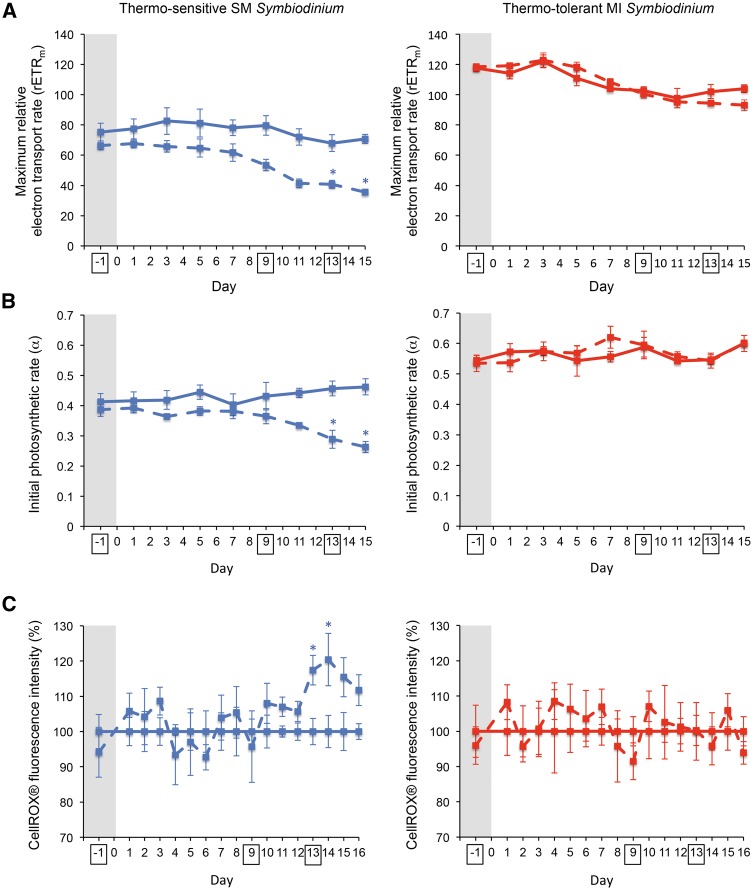
Physiological detection of *Symbiodinium* heat stress. Intact lines represent the 27 °C temperature treatment, and dashed lines represent the 32 °C temperature treatment. Before heating, all samples were kept at 27 °C (values in the grey regions). (*A*) rETRm (mean ± sem, *n* = 4). (*B*) α (mean ± sem, *n* = 4). (*C*) Leakage of ROS out of cells (mean ± sem, *n* = 4); unitless fluorescence intensities of CellROX® Orange reagent for oxidative stress detection were normalized across days by setting the fluorescence intensities of the 27 °C samples to 100%. Asterisks indicate statistically significant (PERMANOVA) differences between temperature treatments at *P* < 0.05. Sampling time points for transcriptomics are boxed. Additional physiological measurements are shown in supplementary fig. S1, Supplementary Material online.

### Plasticity of *Symbiodinium* Transcriptomes under Heat Stress

The *de novo* assembled transcriptomes from the SM and MI populations were composed of 106,097 and 93,377 putative genes, respectively. However, the number of genes in each transcriptome likely overestimates the number of genes expressed by a single genotype because our study used heterogeneous populations rather than clonal cultures. 

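Each population was grown in 8 culture flasks, of which 4 were assigned to 32 °C and 4 stayed at 27 °C, with 2 flasks of each population in each of 4 incubators. RNA from every flask was sequenced on days −1, 9, and 13, which gave 24 libraries per population. The authors trimmed and filtered the reads, assembled the pooled reads of each population into its own transcriptome with Trinity, kept transcripts of at least 250 bp, and collapsed near-identical transcripts. They then estimated with RSEM how many reads of each library came from each gene, a gene being a cluster of transcripts in the assembly of its own population, and deposited these expected counts without scaling for library size. In the SM population, total counts per library on day −1 were 7723775 to 8695134 (median 7982186) in the flasks to be kept at 27 °C and 8171179 to 8976327 (median 8634991) in those to be heated. On day 9 they were 8009500 to 8268733 (median 8136898) at 27 °C and 8256476 to 9021092 (median 8638357) at 32 °C, and on day 13 7085356 to 8631164 (median 8407761) at 27 °C and 8285727 to 9277492 (median 8712763) at 32 °C. Libraries of the MI population held 8341878 to 8856041 (median 8498819) counts on day −1 in the flasks to be kept at 27 °C and 8324069 to 9121645 (median 8786438) in those to be heated. For this population, day 9 gave 8165531 to 8661365 (median 8607900) at 27 °C and 8575199 to 9343283 (median 8787557) at 32 °C, and day 13 gave 7874509 to 8599308 (median 8164128) at 27 °C and 7850829 to 8378220 (median 8227369) at 32 °C. Genes were compared between the temperatures within each population and day, from the 4 libraries at each temperature, with edgeR's quasi-likelihood F test after TMM scaling. The test covered genes with at least 10 counts over the 8 libraries, and a DEG had a fold change of at least 4 and a false discovery rate (FDR, Benjamini-Hochberg) of at most 0.001, the limits that the paper sets. Log2 fold changes are those of 32 °C relative to 27 °C, and expression is given as cpm, the counts of a gene relative to its library total after TMM scaling, as the mean ± SD of 4 flasks. The 2 assemblies were also searched against each other, and a gene was called matched when a transcript of it aligned to the other assembly at 95% identity or more over at least 50% of the shorter transcript. By this criterion 62939 SM genes (59.3%) and 61059 MI genes (65.4%) were matched. The best UniRef90/TrEMBL hit was a protein of a kinetoplastid, a group of flagellates that is not related to dinoflagellates, for 5241 MI genes, of which 169 were matched, and for 267 SM genes, of which 178 were matched. The search was added after the data had been examined.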

Each population consisted of an unknown diversity of individuals within type C1 and, therefore, an unknown diversity of transcript variants and alleles. The SM and MI populations, rather than clonal cultures, were chosen in our study as their bleaching responses at 32 °C have been characterized *in hospite* (Howells et al. 2012) and as heterogeneous populations are more representative of symbiont communities inhabiting Great Barrier Reef corals. 

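The deposited annotation of the SM assembly covers 131066 transcripts, with a mean length of 865 bp, an N50 of 1239 bp, and a longest transcript of 13791 bp. That of the MI assembly covers 116479 transcripts, with a mean length of 911 bp, an N50 of 1323 bp, and a longest transcript of 14116 bp. The median GC content per gene was 52.5% in the SM assembly and 55.0% in the MI assembly. Matched genes had a median GC content of 53.7% in both assemblies, whereas unmatched genes had 44.2% in SM and 58.6% in MI.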

Average transcript lengths (SM: 858.1 bp and MI: 911.4 bp; supplementary table S2, Supplementary Material online) for the SM and MI transcriptomes were in range with those for previously published *Symbiodinium* transcriptomes (Bayer et al. 2012; Parkinson et al. 2016). Quantitative assessment of conserved eukaryotic orthologs (Simão et al. 2015) revealed that the SM and MI transcriptomes are the most complete *Symbiodinium* transcriptomes of the publicly accessible, published *Symbiodinium* transcriptomes to date (Bayer et al. 2012; Ladner et al. 2012; Baumgarten et al. 2013; Rosic et al. 2015; Xiang et al. 2015; Parkinson et al. 2016) (supplementary table S3, Supplementary Material online). The biological coefficient of variance (BCV) for gene expression across replicates in each population was found to be < 0.2 on all time points, well below the commonly accepted variance threshold of 0.4 (McCarthy et al. 2012; Chen et al. 2014).

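The common dispersion estimated by edgeR for genes with at least the minimum count gave a BCV of 0.191 on day −1, 0.147 on day 9, and 0.138 on day 13 in the SM population. In the MI population the BCV was 0.165, 0.0967, and 0.127 on the same days. Each value rests on 8 libraries, fitted with a separate mean for each temperature group. The alternative that moved the BCV most was the median of the gene-wise dispersions in place of the common dispersion, which gave 0.244, 0.209, and 0.179 for SM and 0.178, 0.124, and 0.168 for MI. With each flask left out in turn, the common BCV on day −1 lay between 0.168 and 0.204 in SM, with the highest value without flask 2, and between 0.158 and 0.173 in MI.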

For differential gene expression analysis, we defined significant biological relevance as ≥ 4-fold differential expression between temperature treatments combined with a conservative false discovery rate (FDR) ≤ 0.001. 

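Before heating, 84306 genes of the SM population and 73256 genes of the MI population had enough counts to be compared between the flasks assigned to the 2 temperatures. By the quasi-likelihood test, 0 genes passed both limits in either population, and 2451 SM genes (2.91%) and 3420 MI genes (4.67%) had an unadjusted p under 0.05. edgeR's exact test on the same counts called 1 SM gene and 0 MI genes, with 2073 and 3254 genes at an unadjusted p under 0.05. DESeq2 called 0 genes in both populations, with 1326 and 2111 at an unadjusted p under 0.05.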

On day −1 prior to heat treatment, only one DEG (TR83958|c0_g1, a putative 10 kDa chaperonin) in the SM population and no DEGs in the MI population were found between the experimental groups of each population that had been pre-assigned to the different temperature treatments. TR83958|c0_g1 from the SM population was not differentially expressed on either of the later time points. 

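On day −1, TR83958|c0_g1 had 44 counts over the 4 flasks assigned to 27 °C (1.41 ± 0.374 cpm) and 1 over those assigned to 32 °C, a ratio of 46.8 with a 95% counting interval of 7.97 to 1889. The FDR was 0.000147 from edgeR's exact test and 1.000 from the quasi-likelihood test. On days 9 and 13 it had 1 and 1 counts over the flasks at 27 °C and 0 over those at 32 °C, too few to test. The gene is annotated as a 10 kDa chaperonin, its transcript of 471 bp was unmatched, and its best UniRef90/TrEMBL hit was a proteobacterial protein at 71.8% identity.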

The lack of DEGs between experimental groups in both populations before heating corroborates that DEGs detected on days 9 and 13 were in response to the temperature treatment and that differential expression cutoffs (fold ≥ 4 and FDR ≤ 0.001 between temperature treatments) and replication (*n* = 4) were adequate to achieve a high signal to noise ratio.

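For day 9, 83100 SM genes and 67620 MI genes were compared between 27 °C and 32 °C, of which 42168 (50.7%) and 30648 (45.3%) had an unadjusted p under 0.05 by the quasi-likelihood test. Both limits were passed by 2278 SM genes and 1458 MI genes. edgeR's exact test called 4701 and 2403 genes, and DESeq2 called 2877 and 1139. The count changed most when the counts of the 2 flasks of an incubator were summed, so that each temperature had 2 sums, which left 11 SM genes and 16 MI genes. At the other end, 11009 SM genes and 7391 MI genes had an FDR of at most 0.001 when no minimum fold change was asked for. Without flasks 1, 2, or 5, the SM count was 1160, 858, and 939, and without flasks 5, 6, or 7 the MI count was 768, 857, and 946.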

On day 9, a total of 4,608 and 2,379 DEGs were identified between the temperature treatments in the SM and MI populations, respectively. The vast majority of DEGs in the SM population (4,199 or 91%) and MI population (2,179 or 92%) were down-regulated at 32 °C relative to expression levels at 27 °C (fig. 2*A*). 

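In the SM population 200 genes were higher and 2078 (91.2%) lower at 32 °C, and in the MI population 147 were higher and 1311 (89.9%) lower. Of the lower genes, 85.9% in SM and 95.1% in MI were unmatched, against 29.4% and 16.2% of the genes tested, and 212 of the lower MI genes had a kinetoplastid best hit. When the fit was restricted to matched genes, an alternative chosen after the data had been examined, 142 SM genes were higher and 529 lower, whereas 142 MI genes were higher and 92 lower. With no minimum fold change, 5516 genes were higher and 5493 lower in SM, and 3754 were higher and 3637 lower in MI. Genes were ranked by fitted log2 fold change among those called with a SwissProt hit, a mean of at least 1 cpm, and no overlap between the flasks of the temperatures. At 0 counts this order depends on the prior count of the fit. The lowest in SM were TR5920|c0_g1, a chaperone protein HtpG with 109 counts at 27 °C and 0 at 32 °C, and TR26355|c0_g1, a sulfite reductase flavoprotein component with 64 and 0. Against a floor of 3 counts over the heated flasks, they were at least 40.8-fold and at least 24.0-fold lower (quasi-likelihood FDR 1.31e-05 and 0.000127). The highest were TR67406|c0_g1, a CobW protein, with a log2 fold change of 3.54 (standard error 0.64, quasi-likelihood FDR 0.000509), and TR61737|c0_g1, an autophagy-related protein 18h, with 3.32 (standard error 0.53, quasi-likelihood FDR 0.000220). TR67406|c0_g1 was called in 2 of the 8 fits that each left out a flask, and TR61737|c0_g1 in 7. In MI the lowest were the ribosomal protein genes TR30385|c0_g1 (S28), with 71 counts at 27 °C and 1 at 32 °C, and TR52747|c0_g1 (L35a), with 73 and 3. The ratios of their counts, relative to the library totals, were 74.0 (95% counting interval 12.9 to 2965) and 25.4 (8.35 to 126), with quasi-likelihood FDR 2.62e-06 and 1.73e-05, and both genes were unmatched with a kinetoplastid best hit. The highest, both matched, were TR33191|c0_g1, a palmitoyltransferase ZDHHC15, from 2.91 ± 0.425 to 22.5 ± 2.01 cpm, and TR34445|c0_g1, a testis-expressed sequence 11 protein, from 3.87 ± 1.30 to 27.7 ± 6.44 cpm. Their log2 fold changes were 2.95 (standard error 0.15, quasi-likelihood FDR 3.22e-12) and 2.83 (standard error 0.19, quasi-likelihood FDR 4.72e-10).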

Down-regulation of the majority of DEGs in response to elevated temperature has been previously observed in marine organisms including *Symbiodinium* and corals (Baumgarten et al. 2013; Yampolsky et al. 2014; Bay and Palumbi 2015) and may be a strategy to conserve energy when confronted with environmental stress (Yampolsky et al. 2014).

**Fig. 2:**
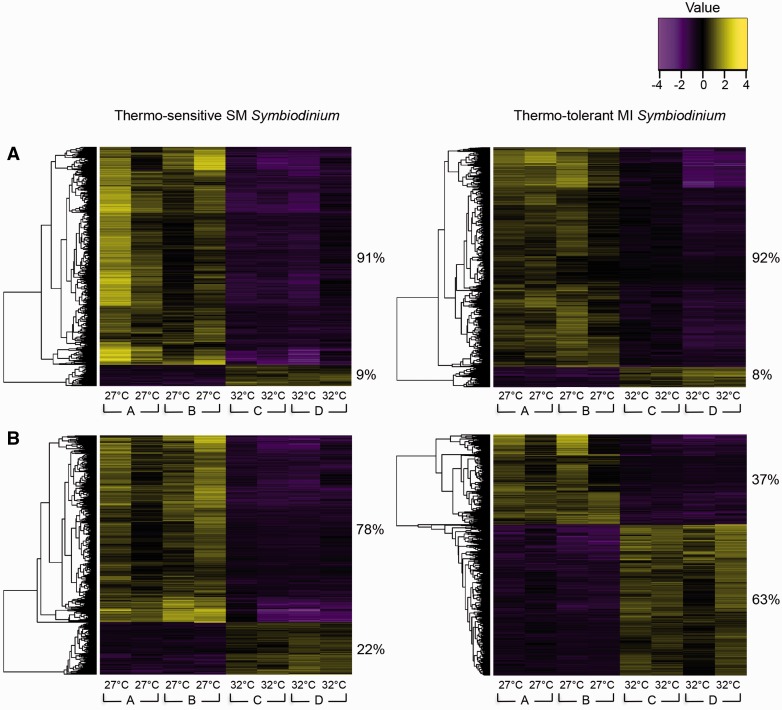
Hierarchical clustering of DEGs. Heat maps show genes (rows) with differential expression (Trinity/edgeR: fold ≥ 4, FDR ≤ 0.001) between 27 °C and 32 °C samples (columns) for each population on (*A*) day 9 and (*B*) day 13. Expression values (fpkm) are log_2_-transformed and then median-centered by gene. Heat map values were calculated by subtracting each gene’s median log_2_(fpkm) value from its log_2_(fpkm) value in each sample. The proportions (%) of DEGs that were up- or down-regulated due to heat stress are noted to the right of the two main gene clusters of each heat map. Genes are independently clustered for each population at each time point. Samples from replicate cultures at each temperature treatment are presented in the same order for each time point. The experimental incubator (A, B, C, or D) that housed each sample is noted below the temperature treatment.

On day 13, a total of 4,272 and 3,513 DEGs were identified between the temperature treatments in the SM and MI populations, respectively. 

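On day 13, 78303 SM genes and 72613 MI genes were tested, of which 44549 (56.9%) and 37204 (51.2%) had an unadjusted p under 0.05. By the quasi-likelihood test 2560 SM genes and 1880 MI genes passed both limits. The exact test called 4407 and 3538 genes, DESeq2 called 2513 and 1886, and the sums over the flasks of an incubator left 896 and 444. Leaving out flask 2, 3, or 5 gave 1643, 1688, and 1579 DEGs in SM, and leaving out flask 2 or 6 gave 1247 and 928 in MI.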

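Among the day 13 DEGs of the SM population, 524 were higher and 2036 (79.5%) lower at 32 °C. With no minimum fold change, 7541 genes were higher and 8243 (52.2%) lower. Of the 2036 lower DEGs, 58.8% were unmatched, against 24.5% of the genes tested. The share of higher genes was 20.5% after TMM scaling and 33.2% (823 higher and 1654 lower) when libraries were scaled by their total alone, which moved the median log2 fold change of all tested genes from −0.03 to 0.12. Genes were ranked by fitted log2 fold change among those called with a SwissProt hit, a mean of at least 1 cpm, and no overlap between the flasks of the temperatures. TR70595|c0_g2, a matched gene for a hyperpolarization-activated cyclic nucleotide-gated channel, was among the highest and rose from 1.00 ± 0.643 to 12.1 ± 2.35 cpm, a log2 fold change of 3.53 (standard error 0.29, quasi-likelihood FDR 1.90e-07). At 0 counts this order depends on the prior count of the fit. The lowest were TR16515|c0_g2, an ATP synthase subunit beta gene whose best hit is a bacterial protein, with 376 counts at 27 °C and 0 at 32 °C, and TR9473|c0_g2, a penicillin-binding protein 1A gene with 123 and 0. They were at least 144-fold and at least 48.5-fold lower (quasi-likelihood FDR 3.94e-07 and 4.47e-05).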

The SM population responded similarly to 32 °C on day 13 as on day 9 by down-regulating the majority of DEGs (3,341 or 78%). Conversely, the MI population up-regulated the majority of DEGs (2,201 or 63%) at 32 °C, suggesting acclimation to 32 °C (fig. 2*B*). 

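In the MI population 1031 genes (54.8%) were higher and 849 lower at 32 °C on day 13. Of the higher genes, 86.8% were unmatched, against 22.0% of the genes tested, and 492 (47.7%) had a kinetoplastid best hit. Their median GC content was 60.5%, and that of the genes tested 54.7%. The share of higher genes was 62.1% by the exact test and 60.0% when libraries were scaled by their total alone. The majority was on the other side when the fit was restricted to matched genes (186 higher and 397 lower), when no minimum fold change was asked for (3751 and 6656), and with sums over the flasks of an incubator (179 and 265). It also changed side without flask 1 (623 higher and 731 lower), without flask 6 (440 and 488), and without flask 8 (785 and 992). Genes were ranked by fitted log2 fold change among those called with a SwissProt hit, a mean of at least 1 cpm, and no overlap between the flasks of the temperatures. The highest were TR21056|c0_g1, a matched gene for protein ZGRF1, with 1 count at 27 °C and 89 at 32 °C, and TR62812|c0_g1, an unmatched gene for COP9 signalosome complex subunit 1, with 3 and 77. The ratios of their counts, relative to the library totals, were 89.3 (95% counting interval 15.6 to 3567) and 25.8 (8.49 to 128), with quasi-likelihood FDR 1.26e-06 and 6.93e-05. TR13349|c0_g1, a cathepsin L gene, and TR24353|c0_g1, a gene for the GTP-binding protein YPTC4, both unmatched, were the lowest and fell from 76 and 74 counts to 2 each. Relative to the library totals, their counts were 37.9 (10.1 to 318) and 36.9 (9.85 to 310) times lower at 32 °C, with quasi-likelihood FDR 0.000160 and 1.63e-05. From the higher share of up-regulated DEGs in MI on this day, the paper proposes that the MI population acclimated to 32 °C. For this proposal the paper also draws on enriched GO categories and on physiological damage seen in SM alone.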

Our results demonstrate that some *Symbiodinium* do exhibit transcriptomic plasticity and are capable of up-regulating a large number of genes in response to elevated temperature.

In the SM population at 32 °C, 239 and 1,925 genes remained up- and down-regulated, respectively, on both days 9 and 13. 

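In the SM population 131 genes were higher and 1016 lower at 32 °C on both days, and 0 genes changed direction between the days. The exact test gave 240 and 1989 genes, DESeq2 gave 139 and 1052, and the sums over the flasks of an incubator gave 2 and 7. In 1 of the alternatives, an FDR of 0.05 with the same fold limit, 1 SM gene was higher on day 9 and lower on day 13. Over both directions, 480 genes were called on both days without flask 2 and 491 without flask 5.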

In the MI population at 32 °C, 113 and 585 genes remained up- and down-regulated, respectively, on both days 9 and 13. 

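For the MI population 83 genes were higher and 332 lower at 32 °C on both days, 118 and 578 by the exact test, and 75 and 259 by DESeq2. In the fit restricted to matched genes, 90 were higher and 49 lower on both days. Among the fits that each left out a flask, the lowest counts were those without flask 6 (55 higher and 115 lower) and without flask 5 (54 and 104).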

Interestingly, 353 genes in the MI population at 32 °C that were down-regulated on day 9 became up-regulated on day 13, whereas no genes switched from down- to up-regulation in the SM population at 32 °C. No up-regulated genes on day 9 became down-regulated on day 13 in either population at 32 °C.

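Of the MI genes, 174 were called lower on day 9 and higher on day 13, and 0 were called higher on day 9 and lower on day 13. All 174 were unmatched, against a median of 5.75% in random lists of the same mean expression, and 110 (63.2%) had a kinetoplastid best hit. The number was 350 by the exact test, 154 by DESeq2, 337 without a count filter, and 0 both in the fit restricted to matched genes and with sums over the flasks of an incubator. Without flask 6 it was 55, and without flask 7 it was 94. Whether the effect of temperature differed between the days was tested in each population over the 16 libraries of both days, as an interaction of day and temperature in edgeR's quasi-likelihood model. Of 83266 MI genes, 1144 had a temperature effect that was higher on day 13 than on day 9 and 2 had a lower effect, with a difference of at least 4-fold and an FDR of at most 0.001, and the 174 genes were among them. In a fit with the flask as a block, since the same flasks were sampled on both days, the counts were 1881 and 21. When only matched genes were tested, 1 gene passed. In SM, 0 of 95095 genes passed, with 7565 at an unadjusted p under 0.05; DESeq2 called 0, and with the flask as a block 3 genes had a higher and 20 a lower effect on day 13.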

### Gene Ontology (GO) Analysis of DEGs to Identify Functional Gene Groups Involved in Thermal Tolerance

GO analysis (FDR < 0.05) of genes at 32 °C further supported that only the MI population acclimated to elevated temperature (fig. 3 and supplementary dataset S1*A*–*M*, Supplementary Material online), consistent with only the SM population suffering physiological damage after 13 days of heat stress. Acclimation to stressful conditions through transcriptional changes has been observed in other marine organisms including corals (Nymark et al. 2009; Yampolsky et al. 2014; Bay and Palumbi 2015; Hennon et al. 2015), but never before in *Symbiodinium*, or to our knowledge, in any dinoflagellate species.

**Fig. 3:**
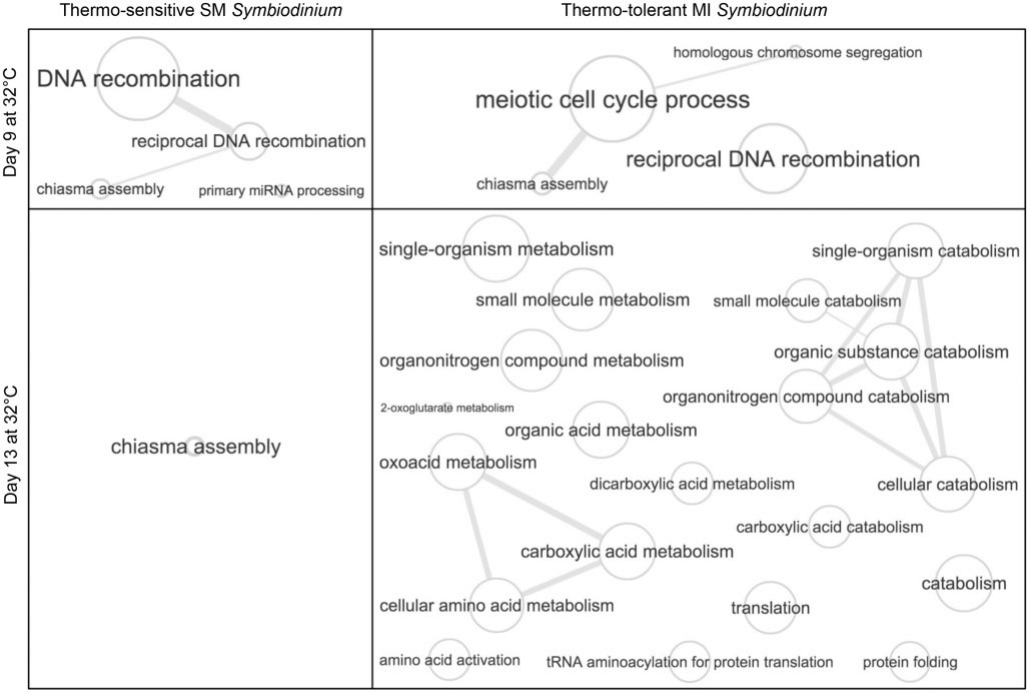
Unsuccessful versus successful acclimation to elevated temperature. GO relationship graphs for enriched biological process GO categories (Goseq: FDR < 0.05) at 32 °C were generated using REVIGO (Supek et al. 2011). Bubble size indicates the frequency of the GO category in the UniProt database relative to the other GO categories that are in the same section. Lines link similar GO categories, and the line width indicates the degree of similarity between the GO categories relative to others in the same section. Redundant GO categories (similarity > 0.9) were collapsed into the category that is most frequent in the UniProt database. Graphs for enriched molecular function GO categories (e.g., unfolded protein binding and glutamate dehydrogenase activity) and enriched cellular component GO categories (e.g., oxidoreductase complex and motile cilium) at 32 °C are not included in this figure. Full GO analysis results are listed in supplementary dataset S1*A*–*M*, Supplementary Material online.

On day 9, the down-regulated genes in the SM population at 32 °C were enriched for 133 GO categories consisting of 26 metabolic and biosynthetic categories, whereas the down-regulated genes in the MI population at 32 °C were enriched for 311 GO categories that included 45 metabolic and biosynthetic categories (supplementary dataset S1*B* and *D*, Supplementary Material online). 

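Enrichment was tested for the GO categories assigned to genes in the deposited annotation, without their ancestral terms, by a length-weighted test like that of GOseq, against the annotated genes that were tested for differential expression. The lower genes of day 9 were enriched for 18 categories in the SM population and 88 in the MI population at an FDR under 0.05. Of these, 2 SM categories and 0 MI categories named a metabolic or biosynthetic process, and that number was between 0 and 3 for SM and 0 for MI under the other ways of testing tried, apart from fits that left out a flask, where MI reached 1. The SM categories were carbohydrate metabolic process, with 33 of the 345 genes of the category in the list (FDR 8.54e-09), and glycosaminoglycan metabolic process, with 7 of 29 (FDR 0.00315). The lowest FDR in SM was that of extracellular region (56 of 772 genes, FDR 5.37e-11), followed by carbohydrate metabolic process and structural constituent of ribosome (47 of 605, FDR 1.48e-07). In MI it was that of ribosome (90 of 407 genes, FDR 3.15e-47), followed by phagocytic vesicle (35 of 196, FDR 1.15e-13). Lists from the exact test gave 33 SM and 80 MI categories. The SM number fell to 1 without flask 1, without flask 2, and without flask 5, and in matched genes alone 10 SM and 0 MI categories were enriched.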

Reduced metabolic and biosynthetic activity has been shown to correlate with increased survival time of organisms under stress, as it allows for substantial energetic savings (Hand and Hardewig 1996). Specifically in the case of heat stress, such metabolic compensation is considered an acclimatory mechanism to elevated temperature in the zooplankton *Daphnia pulex* (Yampolsky et al. 2014).

The small number of significantly up-regulated genes in the SM and MI populations at 32 °C on day 9 was enriched for six and seven GO categories, respectively (fig. 3 and supplementary dataset S1*A* and *C*, Supplementary Material online). 

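The genes higher at 32 °C on day 9 were enriched for 4 categories in the SM population and 5 in the MI population. Under the other ways of testing tried, apart from leaving out flasks and from matched genes alone, the SM number was between 3 and 5 and the MI number between 2 and 5. The SM number was 0 without flask 6, and the MI number was 1 without flask 5.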

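Among the higher SM genes, chiasma assembly (3 of 8 genes, FDR 0.00751) and reciprocal meiotic recombination (4 of 33 genes, FDR 0.00751) were enriched, and so were recombinase activity and primary miRNA processing (2 of 2 genes each, FDR 0.0207). Among the higher MI genes, the categories were chiasma assembly (4 of 6 genes, FDR 4.17e-08), reciprocal meiotic recombination (3 of 24, FDR 0.00421), mismatched DNA binding and homologous chromosome segregation (2 of 6 each, FDR 0.0226), and synaptonemal complex (2 of 8, FDR 0.0337). Of the higher genes of day 9, 47.0% in SM and 10.2% in MI were unmatched.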

The majority of enriched GO categories in both populations were specific to meiosis, suggesting that *Symbiodinium* cells were participating in sexual rather than strictly asexual reproduction under heat stress. Potential sexual reproduction by *Symbiodinium* is particularly noteworthy since meiosis creates genetic diversity through chromosomal modifications and recombination, therefore promoting adaptation (Tamburini and Tyler 2005; D'Souza and Michiels 2010; Becks and Agrawal 2012). Meiosis-specific genes have been previously identified in *Symbiodinium* (Chi et al. 2014; Rosic et al. 2015), but so far, sexual reproduction has not been directly observed. However, recent studies have hypothesized that recombination during meiosis may be a mechanism of adaptation in *Symbiodinium* (Chi et al. 2014; Wilkinson et al. 2015). Other dinoflagellate species can rapidly increase genetic diversity by switching from mitosis to meiosis and can enter a sexual cyst life cycle stage when exposed to stressful conditions in order to survive and adapt (Figueroa et al. 2010; Bravo and Figueroa 2014), though no visually apparent *Symbiodinium* cysts were observed in our study.

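The higher MI genes of day 13 were enriched for 9 categories. They were structural constituent of ribosome (39 of 647 genes, FDR 1.75e-04), translation (36 of 643, FDR 0.00171), ATP binding (137 of 4778, FDR 0.00281), mitochondrial matrix (19 of 255, FDR 0.00718), kinetoplast (4 of 6, FDR 0.00718), cysteine-type endopeptidase activity (10 of 84, FDR 0.0140), ribosome (25 of 451, FDR 0.0371), regulation of cyclin-dependent kinase activity (9 of 78, FDR 0.0497), and glutamate dehydrogenase (NAD+) activity. The number of metabolic or biosynthetic categories among them was 0, and it was 0 under every alternative tried. An FDR limit of 0.05 for the genes raised the number of categories to 15, and SwissProt categories alone gave 5. With a flask left out the number lay between 6 (without flask 2, 7, or 8) and 16 (without flask 4).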

On day 13, the dramatic increase in up-regulated genes in the MI population at 32 °C was characterized by enrichment of 60 GO categories (fig. 3 and supplementary dataset S1*G*, Supplementary Material online), which included nine metabolic categories along with several of the corresponding catabolic categories for maintaining cellular homeostasis. 

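In the same list, glutamate dehydrogenase (NAD+) activity held 6 of the 32 genes of the category (FDR 0.0497), and with the list of the exact test its FDR was 0.667. Protein folding held 24 of 618 genes and unfolded protein binding 4 of 48, and with an FDR of 1.00 each neither passed the limit of 0.05. The MI genes called lower on day 9 and higher on day 13 were enriched for 5 categories, of which 0 were metabolic or biosynthetic. These were translation (36 of 554 genes, FDR 1.90e-10), structural constituent of ribosome (38 of 564), ribosome (24 of 395), motile cilium (9 of 189, FDR 3.68e-04), and cytosolic small ribosomal subunit (7 of 65, FDR 0.00137).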

Importantly, GO categories for unfolded protein binding, protein folding, glutamate dehydrogenase (NAD+) activity and the oxidoreducatase complex—all of which are involved in stress tolerance (Srivastava and Singh 1987; Singh and Grover 2008; Bita and Gerats 2013; Tercé-Laforgue et al. 2015)—also became enriched in the up-regulated genes in the MI population at 32 °C. The subset of 353 up-regulated genes at 32 °C, which had been down-regulated at 32 °C on day 9, was enriched for 29 GO categories including seven for metabolism and biosynthesis, one for oxidoreductase activity, and one for motile cilium (supplementary dataset S1*M*, Supplementary Material online). 

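The lower MI genes of day 13, of which 46.9% were unmatched, were enriched for 50 categories, and 0 of them were metabolic or biosynthetic. With an FDR limit of 0.05 for the genes the numbers were 75 and 1, and in matched genes alone 10 and 1. The lowest FDR was that of structural constituent of ribosome (55 of 647 genes, FDR 1.70e-22), and semaphorin-plexin signaling pathway (5 of 10 genes, FDR 3.64e-04) and phagocytic vesicle (15 of 211, FDR 0.00103) were also enriched. The number of enriched categories was 6 without flask 5, 5 without flask 6, and 8 without flask 7.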

The down-regulated genes in the MI population at 32 °C on day 13 were enriched for 160 GO categories covering a broad array of processes, though only 13 metabolic and biosynthetic GO categories were present (supplementary dataset S1*H*, Supplementary Material online). The largely reduced metabolic compensation at 32 °C on day 13 (down-regulated genes enriched for 13 metabolic and biosynthetic GO categories) relative to day 9 (down-regulated genes enriched for 45 metabolic and biosynthetic GO categories), along with up-regulation of genes enriched for metabolic and stress tolerance GO categories on day 13, suggests that the MI population had acclimated to 32 °C.

In contrast, GO enrichment analysis indicated that the SM population was unable to acclimate to 32 °C by day 13. The down-regulated genes in the SM population at 32 °C on day 13 were enriched for 135 GO categories, including 19 for metabolism and biosynthesis and one for the oxidoreductase complex (supplementary dataset S1*F*, Supplementary Material online). 

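The lower SM genes of day 13 were enriched for 9 categories, with 28 for the list of the exact test and 30 at an FDR limit of 0.05 for the genes. The lowest FDR was again that of structural constituent of ribosome (65 of 591 genes, FDR 3.98e-22), then translation (63 of 596, FDR 1.05e-20), and proteasome complex had the highest of the 9 (12 of 115, FDR 0.0300). Of the 9 categories, 0 were metabolic or biosynthetic, against 1 for the list of the exact test and 4 at the FDR limit of 0.05.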

Only three GO categories were enriched in the up-regulated genes in the SM population at 32 °C, one of which was the meiosis GO category, chiasma assembly, potentially signifying a continued attempt to adapt by producing genetic diversity through sexual recombination (fig. 3 and supplementary dataset S1*E*, Supplementary Material online). 

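The higher SM genes of day 13 were enriched for 3 categories, namely chiasma assembly (5 of 8 genes, FDR 6.93e-06), electron transport chain (5 of 50, FDR 0.0387), and thiamine pyrophosphate binding (5 of 46, FDR 0.0387). Without length weighting 1 category was enriched, and in the fit restricted to matched genes 12 were. With a flask left out the number was 1 without flask 2 or 8, 3 without flask 1, 4 without flask 6, 6 without flask 4, 7 without flask 3 or 7, and 8 without flask 5.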

No metabolic, biosynthetic, or stress tolerance GO categories became enriched in the up-regulated genes at 32 °C. The extended duration of metabolic compensation experienced by the SM population compared with the MI population under heat stress could potentially cause starvation of its coral host, which may contribute to the higher bleaching susceptibility of corals harboring the SM population (Howells et al. 2012).

### Regulation of Hallmark Genes Involved in Adaptation and Thermal Tolerance

Although the responses of the two *Symbiodinium* populations to heat stress differed, both transcriptomes contained comparable suites of meiosis-specific and thermal tolerance genes (fig. 4*A* and supplementary fig. S2*A*, Supplementary Material online) that are consistent with gene content found in other *Symbiodinium* (Bayer et al. 2012; Chi et al. 2014; Krueger et al. 2015; Rosic et al. 2015). However, a striking difference in gene content between the transcriptomes of the SM and MI populations was the expression of eight iron superoxide dismutase (*Fe-Sod*) genes in the MI transcriptome, whereas no *Fe-Sod* genes were expressed in the SM transcriptome, implying that these genes are either absent from the SM population or their expression is suppressed through epigenetic regulation. 

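Genes of each type were counted from the names of their SwissProt, UniRef90/TrEMBL, or Pfam-A hits, in that order of preference. The SM annotation held 300 genes of the ROS scavenging types and 499 of the molecular chaperone types, of which 158 and 361 were matched. The MI annotation held 264 and 471, of which 157 and 349 were matched and 22 and 62 had a kinetoplastid best hit. The molecular chaperone types were DnaJ (362 SM and 342 MI genes), Hsp70 (104 and 91), and Hsp90 (33 and 38). Msh4, Msh5, and Spo11-1 were each represented by 1 gene in both populations, and Spo11-2 by 2 SM genes and 1 MI gene. Name patterns rewritten after the first counts had been seen gave 51 SM and 60 MI Hsp70 genes, 383 and 369 DnaJ genes, and 31 and 37 Hsp90 genes.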

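The names of the best hits gave 7 Fe-Sod genes in the MI population and 0 in the SM population. None of the 7 was matched, and the best hit of 4 was a kinetoplastid protein. On days 9 and 13 the 7 genes had between 0 and 4.63 cpm on average at either temperature. TR20255|c0_g1, whose best hit is a kinetoplastid protein at 76.1% identity and whose GC content is 58.6%, had the highest mean, and on day 9 it had 0.860 ± 0.422 cpm at 27 °C and 0.232 ± 0.336 at 32 °C. Its log2 fold change on day 9 was −1.84 (standard error 0.70, quasi-likelihood FDR 0.0426), which did not pass the limits. On day 13 it rose from 0.897 ± 0.314 to 4.63 ± 1.90 cpm, a log2 fold change of 2.34 (standard error 0.35, quasi-likelihood FDR 4.56e-05). TR60336|c0_g1, with a log2 fold change of 2.02 (standard error 0.45, quasi-likelihood FDR 0.00154), passed the limits on day 13 by the exact test, with filterByExpr, and with no count filter, and not by DESeq2 or by the quasi-likelihood test on genes with at least 10 counts. The exact test, but neither the quasi-likelihood test nor DESeq2, also called TR53519|c0_g1, with 3 counts at 27 °C and 31 at 32 °C, a ratio of 10.4 relative to the library totals with a 95% counting interval of 3.24 to 53.0 (quasi-likelihood FDR 0.00245). TR549|c0_g1 fell from 20 counts to 1, a ratio of 19.9 with an interval of 3.19 to 826 (quasi-likelihood FDR 0.00990), and passed by neither test at the FDR limit of 0.001. TR35071|c0_g1, with 29 counts at 27 °C and 4 at 32 °C on day 9, had a log2 fold change of −2.71 (standard error 0.70, quasi-likelihood FDR 0.00438) on that day and was called lower by the exact test and not by the quasi-likelihood test or DESeq2. TR41660|c0_g1 and TR47547|c0_g1 had at most 11 counts over the 4 flasks of a temperature on either day.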

Detectable *Fe-Sod* gene expression is inconsistent among other *Symbiodinium* (Krueger et al. 2015), and phylogenetic evidence that the acquisition of several ROS scavenging genes by *Symbiodinium* has resulted from horizontal gene transfer (Krueger et al. 2015) indicates that some *Symbiodinium* genomes may lack *Fe-Sod* genes entirely. Successful PCR amplification of the most highly expressed *Fe-Sod* gene (TR20255|c0_g1, open reading frame: 674-78[-]) from the genomic DNA of the MI population but not the SM population highlights the robustness of our transcriptome assemblies and supports that some gene content varies between the populations (supplementary fig. S3*A*, Supplementary Material online). However, our PCR results cannot confirm that no *Fe-Sod* genes are present in the SM population, as the primers were specific to the open reading frame of TR20255|c0_g1. Differences in nucleotide sequence between the open reading frame of TR20255|c0_g1 and the other seven *Fe-Sod* genes in the MI population, as well as the *Fe-Sod* genes identified by Krueger et al. (2015) in types B1, E, and F1 *Symbiodinium* (supplementary fig. S3*B*, Supplementary Material online), suggest that alternative *Fe-Sod* genes could be in the SM population but be silenced or expressed below the detectable level. Though, it should also be noted that Krueger et al. (2015) failed to find any *Fe-Sod* genes expressed in types C1, C3, C15, and D *Symbiodinium.*

**Fig. 4:**
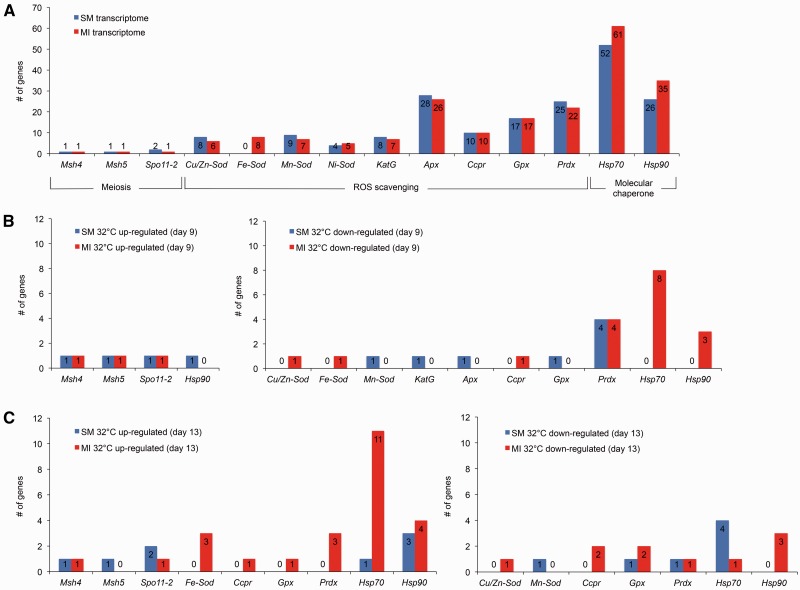
Regulation of meiosis, ROS scavenging, and molecular chaperone genes. (*A*) The number of genes for gene types involved in sexual reproduction or thermal tolerance in the SM and MI transcriptomes. The number of DEGs at 32 °C from each gene type (Trinity/edgeR: fold ≥ 4 and FDR ≤ 0.001 relative to 27 °C) are shown for each population on (*B*) day 9 and (*C*) day 13. Gene types that had no DEGs in either population are excluded from (*B*) and (*C*). Gene abbreviations are as follows: mutS protein homolog 4 (*Msh4*), mutS protein homolog 5 (*Msh5*), meiotic recombination protein Spo11-2 (*Spo11-2*), copper/zinc superoxide dismutase (*Cu/Zn-Sod*), iron superoxide dismutase (*Fe-Sod*), manganese superoxide dismutase (*Mn-Sod*), nickel superoxide dismutase (*Ni-Sod*), catalase-peroxidase (*KatG*), ascorbate peroxidase (*Apx*), cytochrome *c* peroxidase (*Ccpr*), glutathione peroxidase (*Gpx*), peroxiredoxin (*Prdx*), heat shock protein 70 (*Hsp70*), heat shock protein 90 (*Hsp90*). Additional genes are shown in supplementary fig. S2, Supplementary Material online. DEG annotation and differential expression details are provided in supplementary tables S4–S7, Supplementary Material online.

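The Msh4 gene of the SM population, TR26080|c0_g1, had 1.72 ± 0.337 cpm at 27 °C and 9.89 ± 6.11 at 32 °C on day 9, a log2 fold change of 2.52 (standard error 0.40, quasi-likelihood FDR 0.000213). On day 13 it had 1.10 ± 0.151 and 14.4 ± 2.69 cpm, a log2 fold change of 3.69 (standard error 0.22, quasi-likelihood FDR 1.50e-08). The Msh5 gene of SM, TR15578|c0_g1, changed by 2.23 (standard error 0.27, quasi-likelihood FDR 3.12e-05) on the log2 scale on day 9 and by 2.18 (standard error 0.18, quasi-likelihood FDR 2.25e-07) on day 13, when its mean rose from 4.92 ± 1.54 to 22.3 ± 2.71 cpm. In the MI population, TR3359|c0_g1 is the Msh4 gene, with a log2 fold change of 2.68 (standard error 0.29, quasi-likelihood FDR 4.43e-07) on day 9 and 2.43 (standard error 0.28, quasi-likelihood FDR 2.39e-06) on day 13. The MI Msh5 gene, TR34615|c0_g1, rose from 3.92 ± 0.489 to 17.4 ± 5.34 cpm on day 9, a log2 fold change of 2.15 (standard error 0.20, quasi-likelihood FDR 5.30e-08). On day 13 its log2 fold change was 1.93 (standard error 0.23, quasi-likelihood FDR 3.42e-06), under the fold limit, and it passed the limits in 4 of the 8 fits that each left out a flask and in the fit restricted to matched genes. TR33359|c0_g1, which Table S7 lists as a Msh4 gene of MI, is annotated as an ankyrin repeat protein and had 20.8 ± 0.827 cpm at 27 °C and 15.8 ± 2.43 at 32 °C on day 13, a log2 fold change of −0.39 (standard error 0.13, quasi-likelihood FDR 0.0169). The Msh4 and Msh5 genes of both populations were matched, and each had a higher value in every flask at 32 °C than in any flask at 27 °C on both days. On day 9, the SM Msh4 gene passed the limits in 6 of the 8 fits that each left out a flask. The SM Msh5 gene passed in 7, the MI Msh4 gene in 8, and the MI Msh5 gene in 7. The standard errors and FDR treat flasks as independent, but flasks 1 and 2 shared an incubator, as did flasks 5 and 6. All 4 genes had lower values on day 9 in heated flasks 1 and 2 than in heated flasks 5 and 6. With sums over the flasks of an incubator, 2 SM and 10 MI genes of any kind were called higher on day 9. On day 13 these numbers were 152 and 179. Differences between incubators are thus not excluded for these genes.

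**Figure D1:**
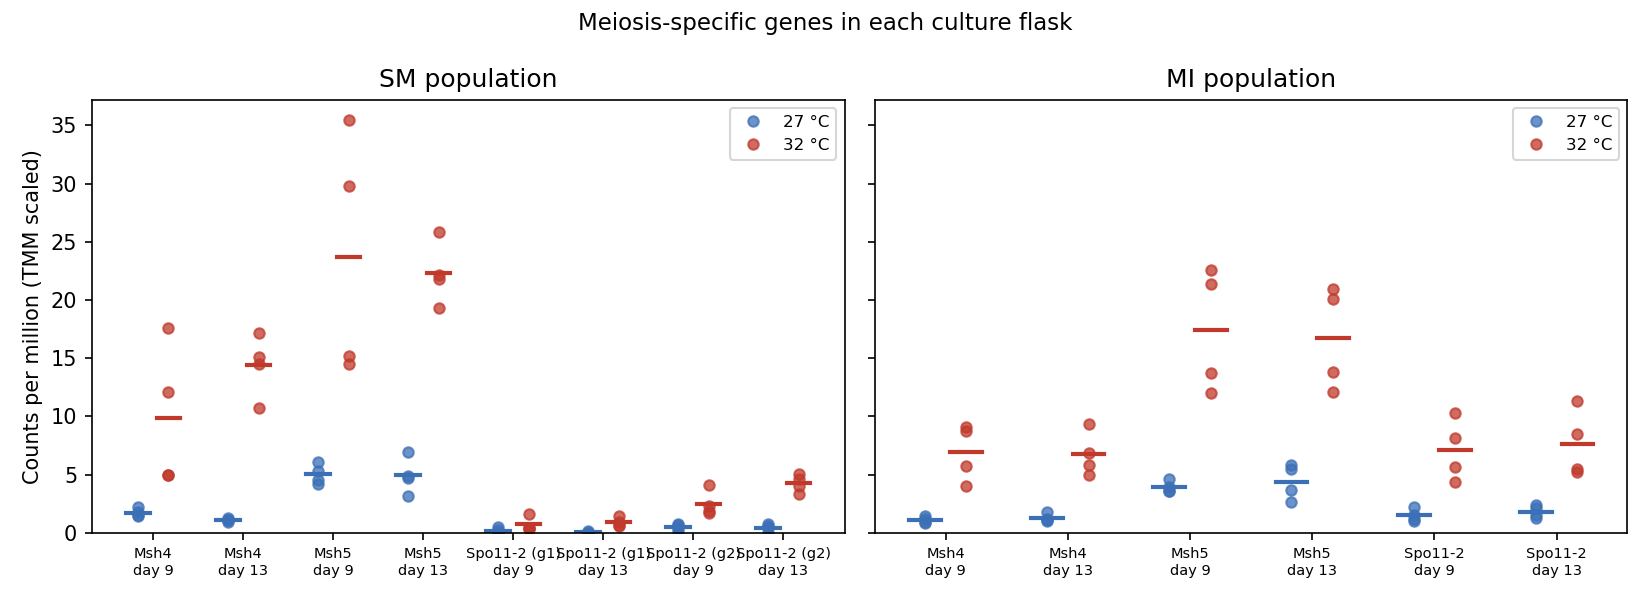
Expression in cpm (TMM scaled) of the Msh4, Msh5, and Spo11-2 genes in each culture flask at 27 °C (blue) and 32 °C (red) on days 9 and 13, in the SM population (left) and the MI population (right). Each point is a flask and each bar the mean of 4 flasks; the SM population has 2 Spo11-2 genes, TR41849|c0_g1 (g1) and TR41849|c0_g2 (g2). In SM on day 13, the Msh4 gene had a mean of 14.4 at 32 °C and 1.10 at 27 °C.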

On days 9 and 13, both populations maintained up-regulation of meiosis-specific genes at 32 °C (fig. 4*B* and *C*), although statistically significant up-regulation (fold ≥ 4, FDR ≤ 0.001) of mutS homolog 5 (*Msh5*) was limited to day 9 in the MI population. The heterodimer partners mutS homolog 4 (*Msh4*) and *Msh5* are members of the *Msh* gene family. Unlike the other *Msh* genes that are involved in mismatch repair, DNA damage repair, and mitotic recombination (Modrich and Lahue 1996; Wang and Qin 2003; Stojic et al. 2004), studies in a wide range of organisms (including humans, mice, yeast, *Caenorhabditis elegans, Arabidopsis thaliana*, and *Tetrahymena thermophile*) show that *Msh4* and *Msh5* genes are essential and specific to meiosis (Hollingsworth et al. 1995; Bocker et al. 1999; Kelly et al. 2000; Kneitz et al. 2000; Novak et al. 2001; Argueso et al. 2004; Higgins et al. 2004; Shodhan et al. 2014). MSH4 and MSH5 proteins form a meiosis-specific sliding clamp that holds and pairs homologous chromosomes during meiosis (Kneitz et al. 2000; Snowden et al. 2004). Mutations to *Msh4* and *Msh5* genes have both been shown to affect crossing over of homologous chromosomes but not to affect mismatch repair (Ross-Macdonald and Roeder 1994; Hollingsworth et al. 1995). However, some studies indicate that MSH4 and/or MSH5 proteins may have additional functions outside of meiosis processes such as DNA damage response (Her et al. 2003; Sekine et al. 2007; Tompkins et al. 2009). To consider whether *Symbiodinium Msh4* and *Msh5* genes may atypically function in non-meiotic pathways with other *Msh* genes, we investigated the gene expression of *Msh*1, 2, 3, and 6 in the *Symbiodinium* transcriptomes. 

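The names of the best hits gave 6 Msh1, Msh3, or Msh6 genes in the SM population and 2 in the MI population. In SM, the Msh1 gene TR38107|c0_g1 had a log2 fold change of 0.59 (standard error 0.14, quasi-likelihood FDR 0.00324) on day 9 and 0.63 (standard error 0.12, quasi-likelihood FDR 0.000489) on day 13, which were below the fold limit, and was higher in every flask at 32 °C than in any flask at 27 °C on both days. The same separation held for the Msh6 genes TR47274|c0_g1, with 0.34 (standard error 0.08, quasi-likelihood FDR 0.00232) on day 9 and 0.37 (standard error 0.09, quasi-likelihood FDR 0.00322) on day 13, and TR70869|c0_g1, an unmatched gene with 1.30 (standard error 0.39, quasi-likelihood FDR 0.0143) and 0.89 (standard error 0.35, quasi-likelihood FDR 0.0402). The Msh3 gene TR111738|c0_g1, which was unmatched, fell from 39 counts at 27 °C to 5 at 32 °C on day 9 (quasi-likelihood FDR 0.00200), which the exact test called lower and the quasi-likelihood test and DESeq2 did not, and from 14 to 0 on day 13, at least 5.73-fold. TR83721|c0_g1 and TR878|c0_g1 had at most 13 counts over the 4 flasks of a temperature on days 9 and 13. In MI, the Msh1 gene TR42430|c0_g1 and the Msh6 gene TR39791|c0_g1, both matched, had log2 fold changes of 0.01 and −0.11 on day 9 and −0.36 and −0.16 on day 13. Their quasi-likelihood FDR was at least 0.0742 on both days. The direction of TR42430|c0_g1 on day 9 changed with the scaling.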

Interestingly, none of the *Msh* genes besides *Msh4* and *Msh5* were up-regulated at 32 °C, supporting that meiosis-specific processes were induced rather than mismatch repair, DNA damage repair, or mitotic recombination.

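The SM annotation held 2 genes named Spo11-2, both matched. TR41849|c0_g2, with 15 counts at 27 °C and 89 at 32 °C on day 9, had a log2 fold change of 2.32 (standard error 0.47, quasi-likelihood FDR 0.00116) on that day, just short of the FDR limit, and passed the limits by the exact test, by DESeq2, without a count filter, with library totals, and in the fit restricted to matched genes. On day 13 it rose from 0.436 ± 0.336 to 4.24 ± 0.760 cpm, a log2 fold change of 3.19 (standard error 0.41, quasi-likelihood FDR 1.10e-05). TR41849|c0_g1, a transcript of 309 bp, had 6 and 25 counts on day 9, a log2 fold change of 1.78 (standard error 0.85, quasi-likelihood FDR 0.104). On day 13 it had 1 count and 33 counts, a ratio of 30.7 relative to the library totals with a 95% counting interval of 5.14 to 1248 (quasi-likelihood FDR 0.000590), and was called in 2 of the 8 fits that each left out a flask. The MI gene, TR47116|c0_g1, was matched and had a log2 fold change of 2.24 (standard error 0.28, quasi-likelihood FDR 2.82e-06) on day 9 and 2.06 (standard error 0.29, quasi-likelihood FDR 1.92e-05) on day 13, when it was called in 5 of the 8 fits. Its mean was 1.49 ± 0.512 cpm at 27 °C and 7.11 ± 2.62 at 32 °C on day 9. The Spo11-1 genes, TR6505|c0_g1 in SM and TR104834|c0_g1 in MI, did not pass the limits, with log2 fold changes of 0.69 (standard error 0.42, quasi-likelihood FDR 0.197) and −0.25 (standard error 0.53, quasi-likelihood FDR 0.742) on day 9 and 0.26 (standard error 0.36, quasi-likelihood FDR 0.571) and 0.11 (standard error 0.53, quasi-likelihood FDR 0.887) on day 13. The direction of TR6505|c0_g1 on day 13 changed without flask 6, that of TR104834|c0_g1 on day 9 without flask 3, and that of TR104834|c0_g1 on day 13 without flask 1.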

The meiotic recombination protein Spo11-2 (*Spo11-2*) gene was also up-regulated in both *Symbiodinium* transcriptomes on days 9 and 13 at 32 °C. *Spo11-2* and its paralog, the meiotic recombination protein Spo11-1 (*Spo11-1*) gene, are the meiosis-specific members of the *Spo11* gene family. SPO11-1 and SPO11-2 proteins create meiosis-specific double-strand breaks in DNA and form the synaptonemal complex to initiate meiosis (Cao et al. 1990; Keeney et al. 1997; Tsubouchi and Roeder 2005; Keeney 2007). Mutations to *Spo11-2* in *Arabidopsis thaliana* cause sterility and aneuploidy (Stacey et al. 2006; Hartung et al. 2007). Although we are not aware of any examples in which the *Spo11-2* gene acts outside of meiosis, future detailed studies will be important to confirm that the meiosis-specific functions of *Spo11-2*, as well as *Msh4* and *Msh5*, are conserved in *Symbiodinium*.

Superoxide dismutases are key scavengers of superoxide, peroxidases are engaged in the removal of hydrogen peroxide, and molecular chaperones are essential for refolding damaged proteins (Vierling 1991; Gill and Tuteja 2010)—making them key contributors to thermal tolerance. Despite the many examples that up-regulation of these genes confers thermal tolerance in numerous photosynthetic species (Van Breusegem et al. 1999; Tang et al. 2006; Singh and Grover 2008; Bita and Gerats 2013), many studies report no notable differential expression of these genes in *Symbiodinium* at elevated temperature (Leggat et al. 2011; Putnam et al. 2013; Barshis et al. 2014; Krueger et al. 2015). Yet, limited evidence suggests that the transcriptional heat stress response of *Symbiodinium* may involve up-regulation of some genes classically associated with thermal tolerance. The first study demonstrated through qPCR that cytochrome P450 (*Cyp450*) gene expression by type C3 *Symbiodinium* increased at 26 °C and 29 °C compared with 23–24 °C, whereas exposure to 32 °C resulted in decreased *Cyp450* expression (Rosic et al. 2010). The next study also used qPCR and showed that heat shock protein 70 (*Hsp70*) expression in type C1 *Symbiodinium* was slightly increased at approximately 30 °C, but down-regulation of *Hsp70* occurred at 32 °C (Rosic et al. 2011). An RNA-seq study of type A1 *Symbiodinium* found up-regulation of one peroxiredoxin (*Prdx*) gene, one *Hsp* gene, and one chaperone protein DnaJ (*DnaJ)* gene from exposure to 34 °C for 12 h (Baumgarten et al. 2013). However, the importance of the differential gene expression at this extreme temperature was not substantiated by sample replication, correspondence to a physiological heat stress response, or relation to a coral bleaching response (Baumgarten et al. 2013). Finally, a recent RNA-seq study detected minor up-regulation of Hsp90 by *in hospite Symbiodinium* after 24 h of exposure to 30 °C relative to 23–24 °C, but not after 72 h of exposure to 30 °C (Rosic et al. 2014).

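Of the ROS scavenging genes, 0 were higher and 4 lower at 32 °C in the SM population on day 9, and 0 were higher and 9 lower in the MI population. The exact test called 1 higher and 17 lower in SM, and 0 higher and 14 lower in MI. Of the molecular chaperone genes, 2 were higher and 3 lower in SM, and 1 was higher and 11 lower in MI. In the fits restricted to matched genes, 0 ROS scavenging genes passed in either population on that day, and the chaperone calls were 1 lower gene in SM and 1 higher gene in MI. Of the 18 ROS scavenging genes that Table S4 lists as down-regulated, which had log2 fold changes from −5.06 to −2.07 here, 4 passed the limits by the quasi-likelihood test and 18 by the exact test, and 0 were matched. The most abundant of them, TR58725|c0_g2, a putative heme-binding peroxidase, had a log2 fold change of −2.19 (standard error 0.57, quasi-likelihood FDR 0.00614) and did not pass. TR9469|c0_g1, a DnaJ homolog and the single chaperone gene listed there as down-regulated, had a log2 fold change of −2.48 (standard error 0.41, quasi-likelihood FDR 0.000281) and passed in 5 of the 8 fits that each left out a flask. In Table S5, 9 of 14 ROS scavenging genes and 10 of 15 chaperone genes listed as down-regulated in MI passed, 0 of them were matched, and the best hit of 12 of the chaperone genes was a kinetoplastid protein. The most abundant were TR112961|c0_g1, a thioredoxin domain-containing protein 5, with a log2 fold change of −2.04 (standard error 0.32, quasi-likelihood FDR 4.32e-05), and TR62486|c1_g1, an Hsp70 protein with a kinetoplastid best hit, with −2.48 (standard error 0.30, quasi-likelihood FDR 2.05e-06). TR112961|c0_g1 passed in 5 of the 8 fits that each left out a flask and TR62486|c1_g1 in 8.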

In our study, general down-regulation of thermal tolerance genes was observed on day 9 in both populations at 32 °C (fig. 4*B* and supplementary fig. S2*B* and tables S4 and S5, Supplementary Material online). One *Hsp90* gene, one *Cyp450* gene, and two *DnaJ* genes were up-regulated by the SM population at 32 °C compared with just one *DnaJ* gene up-regulated in the MI population at 32 °C. *Hsp* genes were uniquely found to be down-regulated in the MI population at 32 °C, although the MI population also showed no signs of physiological heat stress throughout the study. 

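By type, 1 Hsp90 gene, 1 DnaJ gene, and 0 Cyp450 genes were higher at 32 °C in SM on day 9 by the quasi-likelihood test, and 1, 3, and 1 by the exact test. TR73294|c0_g1, a DnaJ gene without a match, rose from 0.459 ± 0.324 to 3.92 ± 1.49 cpm, a log2 fold change of 3.07 (standard error 0.44, quasi-likelihood FDR 8.95e-05). The Cyp450 gene TR47492|c0_g1, which was unmatched, had 1 count at 27 °C and 28 counts at 32 °C, a ratio of 26.4 relative to the library totals with a 95% counting interval of 4.36 to 1079 (quasi-likelihood FDR 0.00161). In MI, 1 DnaJ gene was higher, TR57555|c0_g1, which was matched and rose from 0.604 ± 0.368 to 2.73 ± 0.727 cpm, a log2 fold change of 2.15 (standard error 0.38, quasi-likelihood FDR 0.000131), and which passed in 6 of the 8 fits that each left out a flask. The lower Hsp genes were 6 Hsp70 and 3 Hsp90 genes in MI, and 1 Hsp70 gene and 1 Hsp90 gene in SM. By the exact test they were 9 and 3 in MI and 3 and 1 in SM, and with the rewritten name patterns 5 and 3 in MI and 0 and 1 in SM.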

Elevated temperature has previously been shown to reduce the expression of *Hsp* genes and *Cyp450* genes in *Symbiodinium* (Rosic et al. 2010; Rosic et al. 2011) as well as the expression of *Hsp* genes and ROS scavenging genes in corals (Rosic et al. 2014; Bay and Palumbi 2015). Down-regulation of some thermal tolerance genes may be attributed to the general down-regulation of > 90% of all DEGs in both populations at 32 °C on day 9. The down-regulated genes in each population were not enriched for GO categories related to thermal tolerance (e.g., unfolded protein binding, the oxidoreductase complex), supporting the notion that down-regulation of thermal tolerance genes may simply reflect a non-targeted, global reduction in transcription to conserve energy at 32 °C.

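Unfolded protein binding held 2 of the 55 genes of the category among the lower SM genes of day 9, and 1 of 40 among the lower MI genes, each with an FDR of 1.00. Protein folding held 5 of 626 genes in SM and 18 of 554 in MI, also with an FDR of 1.00.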

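On day 13 the ROS scavenging types held 0 genes higher and 4 lower at 32 °C in the SM population by the quasi-likelihood test, and 1 higher and 17 lower by the exact test. The glutaredoxin gene TR56879|c0_g1, which the exact test called higher and the quasi-likelihood test and DESeq2 did not, had 8 counts at 27 °C and 46 at 32 °C, a log2 fold change of 2.22 (standard error 0.54, quasi-likelihood FDR 0.00277). The most abundant ROS scavenging gene that Table S6 lists as down-regulated, the glutaredoxin gene TR33105|c0_g3, was matched and fell from 20.3 ± 3.60 to 4.77 ± 0.910 cpm, a log2 fold change of −2.08 (standard error 0.17, quasi-likelihood FDR 1.84e-07). In the MI population 6 genes were higher and 4 lower, and 11 and 7 by the exact test. Of the higher genes by the quasi-likelihood test, 1 was an Fe-Sod gene, 1 a Ccpr gene, 2 were Prdx genes, 1 was a Txn gene, and 1 a Cyp450 gene, with 0 Gpx genes. The exact test called 3 Fe-Sod, 1 Ccpr, 1 Gpx, 3 Prdx, 2 Txn, and 1 Cyp450 genes. Of the 11 ROS scavenging genes that Table S7 lists as up-regulated, with log2 fold changes between 2.02 and 4.00, 0 were matched and 6 had a kinetoplastid best hit. TR61543|c0_g1, a thioredoxin peroxidase with a kinetoplastid best hit and the most abundant of them, rose from 1.96 ± 0.868 to 10.6 ± 3.17 cpm, a log2 fold change of 2.43 (standard error 0.28, quasi-likelihood FDR 2.67e-06). On day 9 its log2 fold change had been −2.52 (standard error 0.52, quasi-likelihood FDR 0.000626), and the difference between the days was 5.04 (interaction FDR 4.62e-07 from the quasi-likelihood model). In the fit restricted to matched genes 0 MI genes of these types were higher, against 6 in the fit of all genes.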

On day 13, only one glutaredoxin (*Glrx*) gene was up-regulated in the SM population at 32 °C. In contrast, three *Fe-Sod* genes, one cytochrome *c* peroxidase (*Ccpr*) gene, one glutathione peroxidase (*Gpx*) gene, three *Prdx* genes, two thioredoxin (*Txn*) genes, and one *Cyp450* gene were significantly up-regulated in the MI population at 32 °C, highlighting the importance of ROS scavenging genes in type C1 *Symbiodinium* thermal tolerance. Additionally, 11 *Hsp70* genes, four *Hsp90* genes, and eight *DnaJ* genes were up-regulated by the MI population at 32 °C compared with only one *Hsp70* gene, three *Hsp90* genes, and four *DnaJ* genes up-regulated in the SM population at 32 °C (fig. 4*C* and supplementary fig. S2*C* and tables S6 and S7, Supplementary Material online). 

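In the MI population 8 Hsp70, 4 Hsp90, and 5 DnaJ genes were higher at 32 °C by the quasi-likelihood test, and 12, 4, and 9 by the exact test. In the SM population 1, 2, and 2 were higher, and 1, 3, and 4 by the exact test, while 8 Hsp70 genes, 1 Hsp90 gene, and 2 DnaJ genes were lower, against 1, 2, and 3 lower in MI. With the rewritten name patterns 0 Hsp70 genes were higher and 5 lower in SM, and 8 were higher and 0 lower in MI. Of the 24 chaperone genes that Table S7 lists as up-regulated in MI, which had log2 fold changes between 2.01 and 5.47 here, 17 passed the limits by the quasi-likelihood test, 0 were matched, and 23 had a kinetoplastid best hit. Of the 8 listed in Table S6 for SM, 5 passed and 1 was matched. The most abundant gene of Table S7, the Hsp70 gene TR62486|c1_g1 with a kinetoplastid best hit and a GC content of 65.8%, rose from 20.0 ± 10.6 to 123 ± 35.1 cpm, a log2 fold change of 2.63 (standard error 0.26, quasi-likelihood FDR 6.84e-07). Its temperature effect on day 13 exceeded that on day 9 by 5.19 on the log2 scale (interaction FDR 4.54e-09 from the quasi-likelihood model). TR56256|c0_g1, an Hsp90 gene without a match, fell from 152 counts at 27 °C to 20 at 32 °C, a log2 fold change of −2.93 (standard error 0.58, quasi-likelihood FDR 0.000556), and passed in 3 of the 8 fits that each left out a flask. In SM, TR72002|c0_g4, an unmatched gene for a 97 kDa heat shock protein, rose from 2.04 ± 0.825 to 8.44 ± 2.49 cpm, a log2 fold change of 2.04 (standard error 0.28, quasi-likelihood FDR 1.82e-05), and TR1229|c0_g1, an unmatched Hsp70 gene, fell from 51.6 ± 21.1 to 10.7 ± 10.5 cpm, a log2 fold change of −2.26 (standard error 0.41, quasi-likelihood FDR 0.000265). They passed in 5 and 4 of the 8 fits. Among the 486 matched ROS scavenging and chaperone genes of MI that were tested, 0 were higher at the limits, against 136 of 56149 other matched genes tested (Fisher's exact test, 2-sided, p = 0.635). With no minimum fold change, 20 of them (4.12%) were higher and 55 lower, and 4.51% of the other matched genes were higher.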

Up-regulation of *Hsp90* genes by both populations under heat stress is consistent with findings that *Symbiodinium* HSP90 protein abundance increases under heat stress (Ross 2014).

### Linking *Symbiodinium* Transcriptional Heat Stress Responses to Thermal History, Physiological Heat Stress Responses, and Coral Bleaching Susceptibility

The SM and MI *Symbiodinium* populations have been kept in culture for more than 4 years at approximately 27 °C, and their relative thermal tolerances, reported in 2012 (Howells et al. 2012), were confirmed in our current study conducted in 2015. The marked difference in their transcriptional responses to elevated temperature may, therefore, be driven by stable, heritable stress memory due to the different thermal regimes of the SM and MI reefs. Stress memory (or “priming”) is the process in which previous exposure to a particular stress causes epigenetic and/or chromosomal modifications. The modifications allow for a faster and stronger acclimation response to subsequent exposures and can be stably passed on to future generations (Bruce et al. 2007). The warmer MI reef reaches ≥ 32 °C on approximately 12% of summer days, unlike the cooler SM reef where no summer days reach ≥ 32 °C (Howells et al. 2012), suggesting that only the MI population has been primed and/or genetically adapted for efficient acclimation to 32 °C. Successful PCR amplification of a *Fe-Sod* gene from only the genomic DNA of the MI population (supplementary fig. S3*A*, Supplementary Material online) indicates that genetic adaptation is involved in acclimation to 32 °C, but epigenomic and genomic analysis will be necessary to determine whether stress memory also contributes to the transcriptional acclimation response.

Acclimation to elevated temperature by the MI population highlights the importance of up-regulating hallmark thermal tolerance genes. Particularly, significant up-regulation of genes for unfolded protein binding, protein folding, and the oxidoreductase complex likely minimizes damage to photosynthetic apparatuses and ROS leakage from cells—both of which were observed in the heat stressed SM population. We hypothesize that the observed transcriptional response by the MI population in culture may also allow the MI population to maintain symbiosis with its coral host at elevated temperature (Howells et al. 2012). Conversely, the observed leakage of ROS out of cells in the SM population due to unsuccessful acclimation to elevated temperature may cause oxidative damage to the coral host, resulting in bleaching as previously seen with corals harboring the SM population when exposed to heat stress (Howells et al. 2012) (fig. 5). Although *Hsp* gene expression has been found to be indistinguishable between *Symbiodinium* in culture and *in hospite* (Rosic et al. 2011), more extensive temporal studies of *in hospite Symbiodinium* gene expression will be necessary to determine the effect of symbiosis on the comprehensive collection of DEGs identified here. Metabolomics should also be utilized to determine if metabolic compensation of *in hospite Symbiodinium* over extended periods of heat stress factors into the breakdown of *Symbiodinium*-coral symbiosis.

**Fig. 5:**
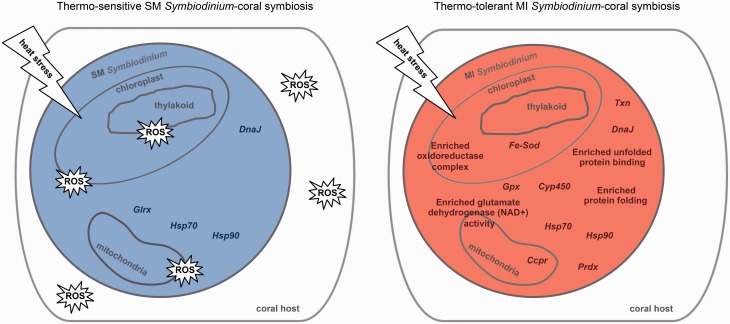
Model of the molecular basis of *Symbiodinium* thermal tolerance and its impacts on *Symbiodinium*-coral symbiosis. Schematics of *Symbiodinium* cells from the SM population and MI population after 13 days at 32 °C hypothesize the impacts of their respective up-regulated thermal tolerance genes (Trinity/edgeR: fold ≥ 4 and FDR ≤ 0.001 relative to 27 °C) and enriched thermal tolerance GO categories (Goseq: FDR < 0.05) on their coral hosts. The main organelles contributing to ROS production are depicted. The shape containing “ROS” represents oxidative damage to the *Symbiodinium* cell or the coral host. Gene abbreviations are as follows: iron superoxide dismutase (*Fe-Sod*), cytochrome *c* peroxidase (*Ccpr*), glutathione peroxidase (*Gpx*), peroxiredoxin (*Prdx*), heat shock protein 70 (*Hsp70*), heat shock protein 90 (*Hsp90*), glutaredoxin (*Glrx*), thioredoxin (*Txn*), cytochrome P450 (*Cyp450*), chaperone protein DnaJ (*DnaJ*).

In this study, we have detailed gene regulation by a thermo-sensitive type C1 *Symbiodinium* population and a thermo-tolerant type C1 *Symbiodinium* population in response to heat stress that parallels their respective physiological responses to heat stress and previously described bleaching responses *in hospite* (Howells et al. 2012). Furthermore, our study is the first to identify individual genes as well as overarching functional gene groups that influence dinoflagellate thermal tolerance. Our results provide critical insights into the impacts of *Symbiodinium* gene regulation on coral bleaching and present genes (e.g., *Msh4*, *Msh5*, and *Spo11-2*) that could be used to detect heat stress in *Symbiodinium* before potential physiological damage occurs.

## Materials and Methods

### Culture Maintenance and Genotyping

The SM and MI heterogeneous *Symbiodinium* populations (aims-aten-C1-WSY and aims-aten-C1-MI, respectively) were provided by the Symbiont Culture Facility at the Australian Institute of Marine Science and are the same as reported in Howells et al. (2012). Following isolation from *Acropora tenuis*, the *Symbiodinium* populations were initially cultured in filtered seawater supplemented with Daigo IMK (Wako Pure Chemical Industries, Ltd.) and bacterial antibiotics for one month, which minimized the bacterial community to prevent bacterial overgrowth. Cultures were then routinely subcultured in media without antibiotics and monitored regularly by microscopy to ensure no increase in the remaining bacterial community was observed. Complete removal of all bacteria originating from the coral holobiont was not desirable, as optimal growth of dinoflagellate cultures has been shown to require associated bacteria (Alavi et al. 2001; Croft et al. 2005). Dinoflagellate cultures may depend on bacteria to provide necessary components, including but not limited to vitamin B12, in order to thrive (Croft et al. 2005; Ritchie 2012). Unlike the free-living life cycle stage in which *Symbiodinium* naturally live without a coral host (Yamashita and Koike 2013; Granados-Cifuentes et al. 2015), we are not aware of any stage in which *Symbiodinium* naturally live without associated bacteria. Therefore, complete removal of *Symbiodinium*-associated bacteria may have unnatural effects on *Symbiodinium* transcriptomes.

For genotyping of the *Symbiodinium* populations, DNA from cultured cells in exponential growth phase was extracted using the DNeasy Plant Mini Kit (Qiagen). The ITS1 region was amplified with the PCR primers and conditions from van Oppen et al. (2001). The partial 5.8S rDNA, ITS2, and partial 28S rDNA region was amplified with the PCR primers and conditions from Stat et al. (2009). Purified PCR products were sequenced by the Australian Genome Research Facility. The ITS1 and ITS2 sequences of each population were reconfirmed to be type C1 and to be identical between the SM and MI populations, as previously reported by Howells et al. (2012). In future studies, alternative molecular markers such as the non-coding region from the psbA minicircle could be assessed through next generation sequencing to investigate finer-scale evolutionarily divergence that may exist between the two C1 populations as well as within each C1 population (LaJeunesse and Thornhill 2011). Increased genetic resolution may provide valuable insight into the different transcriptional responses to heat stress observed in our study.

### Experimental Setup

Each population (∼1 × 10^6^ cells/ml, 50 ml total volume) was added to eight replicate culture flasks (*n* = 4 for each temperature treatment, supplementary table S1, Supplementary Material online). Two flasks per population were randomly assigned to each of four experimental incubators and acclimated at 27 °C. Light was provided to cells at an intensity of 30 µmol quanta m^−2^ s^−1^ (Crompton 36W cool white fluorescent tubes, 4000 K) with a 12:12 h light:dark cycle. After 10 days of acclimation, fresh media was supplied to the cultures. Following an additional four days of acclimation (two weeks of acclimation total), two incubators were ramped on day 0 at 0.5 °C/h to 32 °C for the heat stress temperature treatment, whereas two incubators remained at 27 °C for the control temperature treatment. Temperature and light intensity in the incubators were monitored with HOBO data loggers (Onset Computer Corporation). Cultures remained in exponential growth phase, determined by the average of three replicate haemocytometer counts for each sample recorded throughout the experiment (supplementary fig. S1*D*, Supplementary Material online).

### Photosynthesis Measurements

A Mini-PAM fluorometer (Walz, Germany) was used to measure effective quantum yield (supplementary fig. S1*A*, Supplementary Material online) and rapid light curves (RLCs) (fig. 1*A* and *B* and supplementary fig. S1*B*, Supplementary Material online). RLCs are ideal for providing quick snapshots of *Symbiodinium* responses to a range of irradiances with results that are reasonably comparable to steady-state light curves (Suggett et al. 2015). With RLCs, < 90 s of exposure to high irradiances is applied per sample, which was short enough to avoid significant long-term damage that could greatly affect the physiology and gene expression of the *Symbiodinium* and allowed for the concurrent analysis of all 16 samples within an equivalent period of the light cycle on each measurement day.

A RLC protocol adapted from Ralph et al. (2002) was used in our study. After 7 h of light exposure, the fiber–optic cable of the Mini-PAM fluorometer was held against the bottom of each culture flask where the *Symbiodinium* cells had settled. *Symbiodinium* were exposed to nine steps of increasing actinic light (0–1,775 μmol m^−2^ s^−1^ PAR) for 10 s each, separated by a saturating pulse (0.8 s, > 4,000 μmol m^−2^ s^−1^ PAR). The light responses of each population at each temperature were determined by fitting the RLCs to the model by Platt et al. (1980). The variables rETRm, α, and *E*_k_ (fig. 1*A* and *B* and supplementary fig. S1*B*, Supplementary Material online) were calculated using SigmaPlot as per Hill et al. (2004).

### ROS Measurements

Cultures were gently agitated to evenly distribute cells in the media, and aliquots (300 µl per sample) were centrifuged at 3,000*g* × 5 min. Media (for measuring ROS leakage) were collected without disturbing the cell pellet and incubated with CellROX® Orange reagent (5 µM, Thermo Fisher Scientific) for oxidative stress detection in a 96-well black clear bottom plate (Costar) for 2 h at 27 °C in the dark. CellROX® reagent is irreversibly converted to a fluorescent state in the presence of ROS without requiring the activity of intracellular esterases, making it an appropriate dye for measuring general ROS content in media. Fluorescence intensity of the CellROX® reagent was measured at excitation 540 nm and emission 565 nm with an EnSpire® Multimode Plate Reader (PerkinElmer). The use of CellROX® reagent with *Symbiodinium* culture media was validated through CellROX® reagent signal quenching from addition of antioxidant chemicals (supplementary fig. S4, Supplementary Material online).

### Culture Viability Measurements

Culture viability was measured with SYTOX® Green nucleic acid stain (Life Technologies), which is unable to penetrate live *Symbiodinium* cells. Cultures were gently agitated to evenly distribute cells in the media, and aliquots (50 µl per sample) were incubated with SYTOX® Green nucleic acid stain (1 μM) in the dark for 15 min. An Olympus fv1000 confocal microscope with a 488 nm argon-ion laser was used to quantify the proportion of live cells in each sample based on counts of stained and unstained cells averaged across three separate fields of view (supplementary fig. S1*C*, Supplementary Material online).

### Statistical Analysis of Physiological Measurements

The PRIMER software with the PERMANOVA+ package was used to determine significant differences (*P* < 0.05) between temperature treatments for each physiological measurement using PERMANOVA with two replicate incubators as a nested factor within each level of the factor temperature (27 °C and 32 °C) and two flasks of each population in each incubator for each temperature. Where the effect of incubators was not significant (*P* > 0.2), the incubator factor was pooled, and each temperature treatment within each population (*n* = 4) was compared using a one-way PERMANOVA.

### Preparation and Sequencing of RNA Samples

Precisely after 6 h of light exposure, cultures were gently agitated to evenly distribute cells in the media. Aliquots containing 2–4 × 10^6^ cells per sample were immediately snap frozen in liquid nitrogen within 10 s of removal from the experimental incubators. Instant snap freezing of *Symbiodinium* cells that were still in media (rather than the standard method of pelleting by centrifugation for 5–10 min, removing media, and then snap freezing, Rosic and Hoegh-Guldberg 2010; Baumgarten et al. 2013; Krueger et al. 2015) caused no sign of cell lysis or loss of RNA integrity (supplementary fig. S5, Supplementary Material online). We developed this method to ensure that the effects of experimental temperature treatments on gene expression remained unaltered during sample preservation because gene expression can be affected by centrifugation and extended handling (Baldi and Hatfield 2002). Our method is the only one of which we are aware to immediately preserve *Symbiodinium* RNA since the compatibility of RNAlater (Thermo Fisher Scientific) with *Symbiodinium* has not yet been validated. Samples were stored at −80 °C until completion of the heat stress experiment and were processed together on the same day to prevent batch effect.

Snap frozen cells were thawed at room temperature and pelleted at 4 °C (3,000*g* × 5 min). Media were removed, and pellets were lysed in buffer RLT (RNeasy Plant Mini Kit, Qiagen) containing β-mercaptoethanol by bead beating with 0.3 g of 710–1,180 µm acid-washed glass beads (Sigma) using a TissueLyser II (Qiagen) for 90 s at 30 Hz. RNA was then extracted and purified using the RNeasy Plant Mini Kit (Qiagen) with an added on-column DNase I treatment (Qiagen). Total RNA (150–500 ng) of each sample was sent to the Australian Genome Research Facility for confirmation of high quality RNA using an Agilent 2100 bioanalyzer, polyA-purification, Illumina TruSeq stranded library preparation, and sequencing with an Illumina HiSeq2500 (single end 100 bp, ∼10^7^ reads per sample, supplementary table S2, Supplementary Material online).

### Transcriptome Assembly and Differential Gene Expression Analysis

Illumina Truseq (TruSeq3-SE) adapters were removed from RNA sequence reads using Trimmomatic (Bolger et al. 2014). Prinseq (Schmieder and Edwards 2011) was then used to remove poly-A tails (min tail: 6-A) and to filter out short (min length: 60 bp), low quality (min mean quality score: 20, base window: 1, base step: 1), and low complexity sequences (dust method threshold: 7). The sequence reads for the 24 samples per population (four replicates, two temperature treatments, three time points) that remained after quality filtering were combined for *de novo* assembly of the SM population transcriptome and MI population transcriptome using Trinity (Grabherr et al. 2011; Haas et al. 2013) (version: 2.0.6). Minimum transcript length for *de novo* assembly was set to 150 bp. To focus on transcripts with higher coverage, only transcripts ≥ 250 bp were retained for analysis, as in Baumgarten et al. (2013). Redundant transcripts (99% sequence similarity over 99% of the shorter transcript) in each *de novo* assembly were collapsed into the longest representative transcript using cd-hit-est (Huang et al. 2010) (supplementary table S2, Supplementary Material online). Completeness of the SM, MI, and other publicly accessible, published *Symbiodnium* transcriptomes (Bayer et al. 2012; Ladner et al. 2012; Baumgarten et al. 2013; Rosic et al. 2015; Xiang et al. 2015; Parkinson et al. 2016) was assessed using BUSCO with the set of 429 conserved eukaryotic orthologs that have been found to be present in > 90% of surveyed eukaryotic species (though the surveyed species currently lack protist representatives leading BUSCO to be biased towards lower metrics for protists than would otherwise be expected) (Simão et al. 2015) (supplementary table S3, Supplementary Material online). Non-redundant (nr) genes (transcript clusters determined by Trinity based on shared sequence content) were then analyzed for differential expression (fold ≥ 4 and FDR ≤ 0.001 between temperature treatments) according to the standard Trinity pipeline (Haas et al. 2013) (https://github.com/trinityrnaseq/trinityrnaseq/wiki, last accessed June, 2016) using RSEM (Li and Dewey 2011) and edgeR (Robinson et al. 2010). Additionally, the BCV of expression counts for all genes across replicates at each time point was separately calculated in edgeR according to Chen et al. (2014).

### Annotation and GO Analysis

Transcriptomes were functionally annotated with Trinotate (http://trinotate.github.io/, last accessed June, 2016), using the SwissProt and UniRef90/TrEMBL databases (NCBI BLAST+, e-value ≤ 10^−5^) and the Pfam-A database (HMMR, domain noise cutoff). Top hits from SwissProt were used to annotate transcripts. If a hit was not generated against SwissProt, then the top hit from UniRef90/TrEMBL determined annotation. In the absence of a UniRef90/TrEMBL hit, Pfam-A annotation was used. GOseq (Young et al. 2010), which corrects for transcript length bias, was used as detailed with Trinity (https://github.com/trinityrnaseq/trinityrnaseq/wiki/Running_GOSeq, last accessed June, 2016) for GO analysis (FDR < 0.05, ancestral terms included) of DEGs (fold ≥ 4 and FDR ≤ 0.001 between temperature treatments). SwissProt was used to assign GO categories. In the absence of a SwissProt assignment, GO categories provided by Pfam-A were used.

In the SM and MI populations, 33% and 34% of genes received a hit from SwissProt, 46% and 49% of genes received a hit from UniRef90/TrEMBL, and 34% and 36% of genes received a hit from Pfam-A; respectively. 

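From the deposited annotation, 32.5% of SM genes and 34.0% of MI genes had a SwissProt hit in at least 1 transcript, 46.4% and 48.6% had a UniRef90/TrEMBL hit, and 33.9% and 35.8% a Pfam-A domain.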

In total, 50% of genes in the SM population and 52% of genes in the MI population received annotation from at least one database, and 35% of genes in the SM population and 36% of genes in the MI population were annotated with GO categories—similar to what has been previously reported for annotation of other *Symbiodinium* transcriptomes (Baumgarten et al. 2013; Rosic et al. 2015; Parkinson et al. 2016). 

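By the same count 49.6% of SM genes and 51.7% of MI genes had at least 1 kind of hit, and 34.6% and 36.2% had a GO category from SwissProt or Pfam-A.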

Raw sequence reads, assembled transcriptomes, gene read count matrices, and transcript annotation results are available on NCBI GEO (GEO: GSE72763).

### Isolation of a *Fe-Sod* Gene

The SM and MI populations were cultured for one week in sterile media with 300 μg/ml of ampicillin, followed by one week in sterile media with 300 μg/ml kanamycin, and finally for one week in sterile media with 100 μg/ml spectinomycin. Afterwards, *Symbiodinium* cells were pelleted (3,000*g* × 5 min) and washed three times in sterile media. Genomic DNA was extracted with a PureLink® Genomic DNA Mini Kit (Thermo Fisher Scientific). To confirm that the genomic DNA was of high quality and amplifiable, ITS2 PCR primers (Stat et al. 2011) were successfully used to amplify the ITS2 region from 25 ng of SM or MI genomic DNA. Primers for amplification of a full-length *Symbiodinium Fe-Sod* gene were based on TR20255|c0_g1 (open reading frame: 674-78[-]) from the MI population (forward: 5′ ATG GCC TTC TCC ATC CCA CCG 3′; reverse: 5′ TCA CAG GTT GGA CTC GGC GAA C 3′) and used for PCR reactions containing 125 ng of SM or MI genomic DNA (supplementary fig. S3*A*, Supplementary Material online). The purified *Fe-Sod* PCR product that was amplified from the MI genomic DNA was sequenced by the Australian Genome Research Facility and confirmed to match TR20255|c0_g1 (open reading frame: 674-78[-]). The sequence of TR20255|c0_g1 (open reading frame: 674-78[-]) was aligned to the sequences of *Symbiodinium Fe-Sod* genes identified by Krueger et al. (2015) using ClustalW (Thompson et al. 2002). Alignments were visualized with UCSF Chimera (Pettersen et al. 2004) (supplementary fig. S3*B*, Supplementary Material online).

## Supplementary Material

Supplementary material figures S1–S5, tables S1–S7 and dataset S1 is available at *Molecular Biology and Evolution* online (http://www.mbe.oxfordjournals.org/).

Supplementary Data

# Supplementary material for: Sex, Scavengers, and Chaperones: Transcriptome Secrets of Divergent Symbiodinium Thermal Tolerances
**Source:** Mol Biol Evol. 2016 Jun 14;33(9):2201–15. doi: 10.1093/molbev/msw119
**Supplement:** Supplementary Data

Sex, Scavengers, and Chaperones: Transcriptome Secrets of Divergent Symbiodinium Thermal Tolerances — Sex, Scavengers, and Chaperones: Transcriptome Secrets of Divergent Symbiodinium Thermal Tolerances — Supplementary Data 

# Sex, Scavengers, and Chaperones: Transcriptome Secrets of Divergent *Symbiodinium* Thermal Tolerances

## Supplementary Data

files

- Supplementary Data - xlsx file
- Supplementary Data - pdf file

# Supplementary material for: Sex, Scavengers, and Chaperones: Transcriptome Secrets of Divergent Symbiodinium Thermal Tolerances
**Source:** Mol Biol Evol. 2016 Jun 14;33(9):2201–15. doi: 10.1093/molbev/msw119
**Supplement:** Supplementary Data

## SUPPLEMENTARY TABLES

**Table S1.**

Experimental design and sampling time points for transcriptomics.

| Population | Temperature | Incubator | Day -1    | Day 9     | Day 13    |
|------------|-------------|-----------|-----------|-----------|-----------|
| SM         | 27°C        | A         | 2 samples | 2 samples | 2 samples |
| SM         | 27°C        | B         | 2 samples | 2 samples | 2 samples |
| SM         | 32°C        | C         | 2 samples | 2 samples | 2 samples |
| SM         | 32°C        | D         | 2 samples | 2 samples | 2 samples |
| MI         | 27°C        | A         | 2 samples | 2 samples | 2 samples |
| MI         | 27°C        | B         | 2 samples | 2 samples | 2 samples |
| MI         | 32°C        | C         | 2 samples | 2 samples | 2 samples |
| MI         | 32°C        | D         | 2 samples | 2 samples | 2 samples |

**Table S2.**

*De novo* assemblies of *Symbiodinium* population transcriptomes.

| Population | Raw reads   | Filtered reads <sup>a</sup> | Assembled transcripts | Nr assembled transcripts <sup>b</sup> (≥ 250 bp) | Nr genes <sup>c</sup> (≥ 250 bp) | N50 <sup>d</sup> (≥ 250 bp) | Average nr transcript length (≥ 250 bp) | Read alignment <sup>e</sup> |
|------------|-------------|-----------------------------|-----------------------|--------------------------------------------------|----------------------------------|-----------------------------|-----------------------------------------|-----------------------------|
| SM         | 238,256,872 | 236,965,564                 | 205,494               | 131,066                                          | 106,097                          | 1,253                       | 858.1                                   | 88.0%                       |
| MI         | 235,479,270 | 234,027,212                 | 183,989               | 116,479                                          | 93,377                           | 1,353                       | 911.4                                   | 89.6%                       |

<sup>a</sup> Number of reads retained after quality filtering of raw sequence reads

<sup>b</sup> Number of non-redundant (nr) transcripts after removing transcripts < 250 bp and collapsing highly similar transcripts

<sup>c</sup> Transcript (putative isoform) clusters based on shared sequence content

<sup>d</sup> Weighted median statistic of transcript length (50% of the nr transcripts ≥ the N50 value)

<sup>e</sup> Proportion of filtered reads that mapped back to the nr transcripts

**Table S3.**

Completeness of publicly accessible, published *Symbiodinium* transcriptomes based on the presence of 429 eukaryotic benchmarking universal single-copy orthologs (BUSCOs) from OrthoDB (C: complete [D: duplicated], F: fragmented, M: missing). Asterisks mark transcriptomes that were generated in this study.

| <i>Symbiodinium</i> type         | Reference                | C[D]     | F   | M   |
|----------------------------------|--------------------------|----------|-----|-----|
| A1 ( <i>S. microadriaticum</i> ) | Baumgarten et al. (2013) | 55%[38%] | 13% | 32% |
| A2                               | Rosic et al. (2015)      | 16%[3%]  | 22% | 62% |
| A                                | Bayer et al. (2012)      | 47%[8%]  | 14% | 39% |
| B1 ( <i>S. minutum</i> )         | Bayer et al. (2012)      | 30%[8%]  | 19% | 51% |
| B1 ( <i>S. minutum</i> )         | Parkinson et al. (2016)  | 65%[13%] | 6%  | 29% |
| B1 ( <i>S. pseudominutum</i> )   | Parkinson et al. (2016)  | 59%[12%] | 8%  | 33% |
| B19 ( <i>S. psygmophilum</i> )   | Parkinson et al. (2016)  | 66%[13%] | 5%  | 29% |
| B19 ( <i>S. aenigmaticum</i> )   | Parkinson et al. (2016)  | 53%[10%] | 11% | 36% |
| B2                               | Rosic et al. (2015)      | 14%[6%]  | 25% | 61% |
| B                                | Xiang et al. (2015)      | 68%[16%] | 4%  | 28% |
| C1                               | Rosic et al. (2015)      | 26%[5%]  | 24% | 50% |
| C1 (SM population)*              | Levin et al. (2016)      | 71%[32%] | 7%  | 22% |
| C1 (MI population)*              | Levin et al. (2016)      | 72%[30%] | 5%  | 23% |
| C3k                              | Ladner et al. (2012)     | 16%[3%]  | 23% | 61% |
| D1                               | Rosic et al. (2015)      | 26%[5%]  | 29% | 45% |
| D2                               | Ladner et al. (2012)     | 26%[5%]  | 22% | 52% |

**Table S4.**

Up-regulated (+) and down-regulated (-) meiosis, ROS scavenging, and molecular chaperone genes in the SM population after 9 days at 32°C (fold  $\geq 4$  and FDR  $\leq 0.001$  relative to 27°C).

| Gene ID        | Gene annotation                       | log <sub>2</sub> (fold) | Counts per million reads | FDR      |
|----------------|---------------------------------------|-------------------------|--------------------------|----------|
| TR26080 c0_g1  | MutS protein homolog 4                | +2.52                   | 6.17                     | 1.95E-08 |
| TR15578 c0_g1  | MutS protein homolog 5                | +2.24                   | 14.79                    | 8.26E-14 |
| TR41849 c0_g2  | Meiotic recombination protein Spo11-2 | +2.32                   | 1.77                     | 2.06E-05 |
| TR72293 c1_g1  | Heat shock protein 83                 | +2.75                   | 2.36                     | 6.13E-09 |
| TR47492 c0_g1  | Cytochrome P450                       | +4.06                   | 0.67                     | 5.65E-05 |
| TR63594 c0_g1  | DnaJ homolog subfamily B member 6-B   | +2.73                   | 1.44                     | 4.21E-06 |
| TR73294 c0_g1  | DnaJ homolog subfamily C member 7     | +3.08                   | 2.51                     | 2.88E-10 |
| TR90535 c0_g1  | Superoxide dismutase [Mn]             | -2.28                   | 9.51                     | 7.25E-05 |
| TR107728 c0_g1 | Catalase-peroxidase                   | -4.09                   | 0.58                     | 3.33E-04 |
| TR58725 c0_g2  | Probable L-ascorbate peroxidase 4     | -2.15                   | 11.12                    | 9.54E-04 |
| TR67510 c0_g1  | Glutathione peroxidase 2              | -2.42                   | 1.11                     | 1.52E-04 |

|                |                                       |       |      |          |
|----------------|---------------------------------------|-------|------|----------|
| TR48775 c0_g1  | Peroxiredoxin-6                       | -3.55 | 3.23 | 2.22E-10 |
| TR49236 c0_g1  | Peroxiredoxin-2B                      | -2.86 | 1.05 | 9.99E-05 |
| TR65128 c0_g1  | Peroxiredoxin-2D                      | -2.56 | 2.63 | 1.59E-04 |
| TR92045 c0_g1  | Peroxiredoxin TSA1                    | -2.69 | 0.87 | 2.15E-04 |
| TR77174 c0_g1  | Alternative oxidase                   | -2.26 | 4.41 | 4.24E-04 |
| TR60729 c0_g2  | Glutaredoxin                          | -2.45 | 1.29 | 6.99E-05 |
| TR106479 c0_g1 | Monothiol glutaredoxin-S15            | -4.12 | 1.07 | 8.36E-08 |
| TR22361 c0_g1  | Thioredoxin                           | -2.50 | 1.52 | 2.62E-05 |
| TR13040 c0_g1  | Thioredoxin                           | -2.06 | 1.79 | 2.44E-05 |
| TR2965 c0_g1   | Thioredoxin                           | -5.06 | 0.46 | 4.61E-04 |
| TR127388 c0_g1 | Thioredoxin-1                         | -2.63 | 0.75 | 4.04E-04 |
| TR48398 c0_g1  | Thioredoxin domain-containing protein | -3.12 | 1.18 | 3.17E-06 |
| TR46153 c0_g1  | Thioredoxin domain-containing protein | -2.52 | 1.99 | 1.05E-05 |
| TR49313 c0_g2  | Cytochrome P450                       | -3.01 | 4.00 | 1.11E-06 |
| TR9469 c0_g1   | DnaJ homolog subfamily A member 4     | -2.47 | 2.73 | 2.78E-07 |

**Table S5.**

Up-regulated (+) and down-regulated (-) meiosis, ROS scavenging, and molecular chaperone genes in the MI population after 9 days at 32°C (fold  $\geq 4$  and FDR  $\leq 0.001$  relative to 27°C).

| Gene ID        | Gene annotation                          | log <sub>2</sub> (fold) | Counts per million reads | FDR      |
|----------------|------------------------------------------|-------------------------|--------------------------|----------|
| TR3359 c0_g1   | MutS protein homolog 4                   | +2.65                   | 4.20                     | 2.50E-14 |
| TR34615 c0_g1  | MutS protein homolog 5                   | +2.12                   | 10.83                    | 2.23E-19 |
| TR47116 c0_g1  | Meiotic recombination protein Spo11-2    | +2.21                   | 4.51                     | 6.19E-11 |
| TR57555 c0_g1  | Molecular chaperone DnaJ                 | +2.12                   | 1.90                     | 2.20E-07 |
| TR49599 c0_g2  | Superoxide dismutase [Cu-Zn]             | -2.40                   | 2.13                     | 5.69E-11 |
| TR35071 c0_g1  | Superoxide dismutase [Fe]                | -2.74                   | 0.70                     | 7.62E-04 |
| TR47713 c0_g1  | Cytochrome c peroxidase, mitochondrial   | -2.47                   | 2.11                     | 1.36E-06 |
| TR18639 c0_g1  | Peroxiredoxin-2                          | -2.25                   | 1.48                     | 2.39E-07 |
| TR91822 c0_g1  | Peroxiredoxin-2C                         | -3.89                   | 0.78                     | 9.12E-06 |
| TR99969 c0_g1  | Peroxiredoxin-2F, mitochondrial          | -2.47                   | 0.82                     | 1.54E-04 |
| TR61543 c0_g1  | Thioredoxin peroxidase                   | -2.55                   | 1.24                     | 1.26E-06 |
| TR121144 c0_g1 | Heat shock 70 kDa protein                | -2.08                   | 4.56                     | 8.52E-07 |
| TR41580 c0_g1  | Heat shock 70-related protein 1          | -2.04                   | 1.05                     | 4.39E-04 |
| TR44032 c0_g1  | Heat shock protein SSA3                  | -2.48                   | 1.38                     | 3.79E-05 |
| TR50028 c0_g1  | Heat shock 70 kDa protein, mitochondrial | -2.19                   | 1.28                     | 4.48E-05 |
| TR58449 c0_g1  | Heat shock 70 kDa protein 4              | -2.53                   | 1.32                     | 2.58E-05 |
| TR62486 c1_g1  | Heat shock 70 kDa protein 4              | -2.51                   | 13.04                    | 1.71E-09 |
| TR71496 c0_g1  | Heat shock cognate 70 kDa protein        | -2.49                   | 1.11                     | 1.49E-05 |

|                |                                          |       |      |          |
|----------------|------------------------------------------|-------|------|----------|
| TR63145 c0_g1  | Heat shock protein hsp88                 | -2.25 | 1.15 | 1.67E-04 |
| TR56344 c0_g1  | Heat shock-like 85 kDa protein           | -2.14 | 3.08 | 1.88E-04 |
| TR59291 c0_g1  | Heat shock-like 85 kDa protein           | -2.17 | 9.03 | 2.42E-05 |
| TR64058 c0_g1  | Heat shock protein 81-3                  | -2.17 | 3.61 | 6.56E-06 |
| TR11461 c0_g1  | Thioredoxin-1                            | -3.04 | 1.19 | 3.06E-07 |
| TR9775 c0_g1   | Thioredoxin domain-containing protein 12 | -3.33 | 0.76 | 1.28E-05 |
| TR112961 c0_g1 | Thioredoxin domain-containing protein 5  | -2.07 | 5.77 | 2.74E-06 |
| TR25578 c0_g2  | Thioredoxin-like protein 1               | -2.64 | 0.68 | 6.37E-04 |
| TR82304 c0_g1  | Cytochrome P450 4V2                      | -2.99 | 0.66 | 5.16E-04 |
| TR3328 c0_g2   | Cytochrome P450 4V2                      | -3.85 | 1.64 | 1.27E-09 |
| TR63302 c0_g1  | Sterol 14-alpha demethylase              | -2.25 | 0.99 | 8.92E-05 |
| TR16011 c0_g2  | DnaJ homolog subfamily B member 6-A      | -4.05 | 0.59 | 9.15E-05 |
| TR58329 c0_g1  | DnaJ homolog subfamily A member 1        | -2.40 | 1.51 | 6.79E-06 |
| TR52403 c0_g1  | DnaJ homolog subfamily A member 2        | -2.58 | 2.14 | 1.31E-09 |
| TR60716 c0_g1  | DnaJ homolog subfamily A member 4        | -2.92 | 0.76 | 9.61E-05 |

**Table S6.**

Up-regulated (+) and down-regulated (-) meiosis, ROS scavenging, and molecular chaperone genes in the SM population after 13 days at 32°C (fold  $\geq 4$  and FDR  $\leq 0.001$  relative to 27°C).

| Gene ID       | Gene annotation                                              | log <sub>2</sub> (fold) | Counts per million reads | FDR      |
|---------------|--------------------------------------------------------------|-------------------------|--------------------------|----------|
| TR26080 c0_g1 | MutS protein homolog 4                                       | +3.69                   | 8.22                     | 6.95E-44 |
| TR15578 c0_g1 | MutS protein homolog 5                                       | +2.18                   | 14.06                    | 1.96E-28 |
| TR41849 c0_g1 | Meiotic recombination protein Spo11-2                        | +4.27                   | 0.73                     | 8.85E-06 |
| TR41849 c0_g2 | Meiotic recombination protein Spo11-2                        | +3.19                   | 2.69                     | 3.47E-16 |
| TR72002 c0_g4 | Heat shock protein 105 kDa                                   | +2.04                   | 5.61                     | 9.77E-11 |
| TR65031 c0_g1 | Endoplasmic homolog                                          | +2.00                   | 2.37                     | 2.60E-07 |
| TR58135 c0_g1 | Heat shock protein 90-1                                      | +4.93                   | 0.47                     | 4.82E-04 |
| TR72293 c1_g1 | Heat shock protein 83                                        | +2.67                   | 2.29                     | 1.44E-08 |
| TR56879 c0_g1 | Glutaredoxin-C2                                              | +2.21                   | 1.03                     | 3.30E-04 |
| TR14920 c0_g1 | Chaperone protein DnaJ                                       | +2.60                   | 0.88                     | 9.47E-05 |
| TR63594 c0_g1 | DnaJ homolog subfamily B member 6-B                          | +4.05                   | 1.27                     | 4.09E-08 |
| TR73294 c0_g1 | DnaJ homolog subfamily C member 7                            | +2.96                   | 2.22                     | 5.56E-09 |
| TR55386 c0_g2 | DnaJ protein homolog                                         | +2.42                   | 1.03                     | 5.95E-05 |
| TR90535 c0_g1 | Superoxide dismutase [Mn]                                    | -2.24                   | 3.18                     | 5.61E-04 |
| TR61288 c0_g1 | Probable phospholipid hydroperoxide glutathione peroxidase 6 | -2.71                   | 1.03                     | 4.24E-04 |
| TR94914 c0_g1 | Glutaredoxin-C4                                              | -4.20                   | 0.59                     | 2.90E-04 |
| TR8663 c0_g1  | Peroxiredoxin Q, chloroplastic                               | -2.48                   | 0.77                     | 3.63E-04 |

|                |                                           |       |       |          |
|----------------|-------------------------------------------|-------|-------|----------|
| TR73087 c0_g1  | Heat shock 70 kDa protein 14              | -2.05 | 17.71 | 1.30E-04 |
| TR1229 c0_g1   | Heat shock 70 kDa protein                 | -2.27 | 31.00 | 1.66E-05 |
| TR92001 c0_g1  | Heat shock 70 kDa protein                 | -2.73 | 20.20 | 6.80E-06 |
| TR126276 c0_g1 | Heat shock protein SSA3                   | -3.20 | 24.45 | 9.35E-10 |
| TR60729 c0_g2  | Glutaredoxin                              | -2.40 | 1.00  | 3.55E-05 |
| TR33105 c0_g3  | Glutaredoxin-1                            | -2.08 | 12.46 | 5.78E-27 |
| TR25363 c0_g1  | Glutaredoxin-1                            | -5.44 | 0.52  | 3.73E-04 |
| TR106479 c0_g1 | Monothiol glutaredoxin-S15, mitochondrial | -3.99 | 0.55  | 1.73E-04 |
| TR22361 c0_g1  | Thioredoxin                               | -3.11 | 0.65  | 1.06E-04 |
| TR27587 c0_g2  | Thioredoxin                               | -3.32 | 1.69  | 7.15E-11 |
| TR13040 c0_g1  | Thioredoxin                               | -3.41 | 1.03  | 2.76E-05 |
| TR49951 c0_g1  | Cytochrome P450 704C1                     | -3.33 | 0.71  | 8.99E-05 |
| TR73168 c0_g1  | Probable cytochrome P450 49a1             | -2.92 | 0.94  | 1.57E-06 |
| TR70469 c0_g1  | Cytochrome P450 3A13                      | -2.08 | 1.13  | 1.72E-04 |
| TR73331 c0_g1  | Cytochrome P450 3A19                      | -2.82 | 2.25  | 5.98E-12 |
| TR49313 c0_g2  | Cytochrome P450                           | -2.34 | 1.18  | 5.08E-04 |
| TR74009 c0_g1  | DnaJ homolog subfamily B member 14        | -3.15 | 2.06  | 7.91E-14 |
| TR96409 c0_g1  | Chaperone protein DnaJ                    | -2.42 | 1.00  | 3.85E-04 |
| TR56702 c1_g1  | DnaJ homolog subfamily A member 1         | -2.72 | 1.52  | 5.30E-05 |
| TR56318 c0_g2  | DnaJ homolog subfamily B member 5         | -2.91 | 6.68  | 7.58E-11 |

**Table S7.**

Up-regulated (+) and down-regulated (-) meiosis, ROS scavenging, and molecular chaperone genes in the MI population after 13 days at 32°C (fold  $\geq 4$  and FDR  $\leq 0.001$  relative to 27°C).

| Gene ID       | Gene annotation                                            | log <sub>2</sub> (fold) | Counts per million reads | FDR      |
|---------------|------------------------------------------------------------|-------------------------|--------------------------|----------|
| TR33359 c0_g1 | MutS protein homolog 4                                     | +2.44                   | 4.26                     | 4.43E-14 |
| TR47116 c0_g1 | Meiotic recombination protein Spo11-2                      | +2.07                   | 5.02                     | 1.95E-09 |
| TR60336 c0_g1 | Superoxide dismutase [Fe]                                  | +2.03                   | 1.37                     | 2.70E-05 |
| TR20255 c0_g1 | Superoxide dismutase [Fe]                                  | +2.35                   | 3.02                     | 1.14E-08 |
| TR53519 c0_g1 | Superoxide dismutase [Fe]                                  | +3.15                   | 0.76                     | 7.18E-05 |
| TR46907 c0_g1 | Cytochrome c peroxidase, mitochondrial                     | +2.24                   | 1.60                     | 3.15E-06 |
| TR55391 c0_g1 | Probable phospholipid hydroperoxide glutathione peroxidase | +4.01                   | 0.63                     | 6.15E-05 |
| TR31467 c0_g1 | Peroxiredoxin-2                                            | +3.12                   | 1.05                     | 2.08E-06 |
| TR48822 c0_g1 | Peroxiredoxin                                              | +2.20                   | 1.40                     | 4.56E-04 |
| TR61543 c0_g1 | Thioredoxin peroxidase                                     | +2.44                   | 6.55                     | 8.22E-15 |
| TR40730 c0_g1 | Heat shock cognate 70 kDa protein 1                        | +5.47                   | 0.58                     | 5.81E-05 |

|                |                                                          |       |       |          |
|----------------|----------------------------------------------------------|-------|-------|----------|
| TR41580 c0_g1  | Heat shock 70-related protein 1                          | +2.59 | 4.33  | 3.24E-08 |
| TR43532 c0_g1  | Heat shock cognate 70 kDa protein 3                      | +3.75 | 0.56  | 7.31E-04 |
| TR44032 c0_g1  | Heat shock protein SSA3                                  | +2.33 | 4.74  | 1.33E-12 |
| TR50028 c0_g1  | Heat shock 70 kDa protein, mitochondrial                 | +2.55 | 6.64  | 3.41E-20 |
| TR59506 c0_g1  | Hsp70 protein                                            | +2.69 | 1.68  | 1.09E-06 |
| TR61972 c0_g1  | Heat shock cognate 71 kDa protein                        | +2.52 | 15.11 | 1.32E-22 |
| TR62486 c0_g3  | Heat shock 70 kDa protein, mitochondrial                 | +2.04 | 7.48  | 2.49E-12 |
| TR62486 c1_g1  | Heat shock 70 kDa protein 4                              | +2.64 | 71.80 | 1.39E-16 |
| TR63145 c0_g1  | Heat shock protein hsp88                                 | +2.39 | 4.43  | 1.38E-14 |
| TR89622 c0_g1  | Heat shock cognate 70 kDa protein 3                      | +3.58 | 0.73  | 3.98E-04 |
| TR56344 c0_g1  | Heat shock-like 85 kDa protein                           | +2.32 | 11.17 | 3.36E-15 |
| TR59291 c0_g1  | Heat shock-like 85 kDa protein                           | +2.24 | 32.54 | 6.03E-16 |
| TR64058 c0_g1  | Heat shock protein 81-3                                  | +2.51 | 15.46 | 1.11E-25 |
| TR110286 c0_g1 | TNF receptor-associated protein 1 homolog, mitochondrial | +2.70 | 2.38  | 1.57E-09 |
| TR59710 c0_g1  | Thioredoxin-1                                            | +2.29 | 0.92  | 3.76E-04 |
| TR51677 c0_g1  | Thioredoxin-1                                            | +2.19 | 1.22  | 9.42E-06 |
| TR62574 c0_g1  | Probable cytochrome P450 12c1, mitochondrial             | +2.18 | 1.56  | 3.90E-06 |
| TR50785 c0_g1  | Chaperone protein DnaJ                                   | +2.73 | 1.24  | 1.24E-06 |
| TR16011 c0_g2  | DnaJ homolog subfamily B member 6-A                      | +2.02 | 1.21  | 2.38E-04 |
| TR80199 c0_g1  | DnaJ homolog subfamily A member 2                        | +2.57 | 1.68  | 1.11E-06 |
| TR61668 c1_g2  | DnaJ homolog subfamily A member 2                        | +2.64 | 1.97  | 5.65E-07 |
| TR51427 c0_g1  | DnaJ homolog subfamily A member 4                        | +2.66 | 1.19  | 9.90E-05 |
| TR60716 c0_g1  | DnaJ homolog subfamily A member 4                        | +2.25 | 1.79  | 3.88E-06 |
| TR40249 c0_g1  | DnaJ homolog subfamily C member 3                        | +2.92 | 1.89  | 6.65E-06 |
| TR10977 c0_g1  | DnaJ homolog subfamily C member 7 homolog                | +2.85 | 0.93  | 1.17E-05 |
| TR47513 c0_g1  | DnaJ protein homolog 2                                   | +2.89 | 0.95  | 7.80E-05 |
| TR49599 c0_g2  | Superoxide dismutase [Cu-Zn]                             | -4.08 | 0.90  | 4.39E-04 |
| TR47713 c0_g1  | Cytochrome c peroxidase, mitochondrial                   | -2.89 | 1.05  | 1.01E-05 |
| TR899 c0_g1    | Cytochrome c peroxidase, mitochondrial                   | -3.28 | 0.79  | 2.64E-04 |
| TR54503 c0_g1  | Glutathione peroxidase 1                                 | -4.37 | 0.72  | 1.92E-05 |
| TR18639 c0_g1  | Peroxiredoxin-2                                          | -3.96 | 0.86  | 4.00E-04 |
| TR26880 c0_g1  | Heat shock protein 88                                    | -3.22 | 0.93  | 2.84E-04 |
| TR4879 c0_g1   | Heat shock protein 82                                    | -2.23 | 2.08  | 2.88E-05 |
| TR56256 c0_g1  | Heat shock cognate 90 kDa protein                        | -2.90 | 2.88  | 3.05E-05 |
| TR112961 c0_g1 | Thioredoxin domain-containing protein 5                  | -2.38 | 2.91  | 6.38E-05 |
| TR98120 c0_g1  | DnaJ protein P58IPK homolog                              | -4.22 | 0.67  | 2.34E-05 |
| TR52403 c0_g1  | DnaJ homolog subfamily A member 2                        | -2.96 | 1.09  | 2.34E-05 |

## SUPPLEMENTARY FIGURES

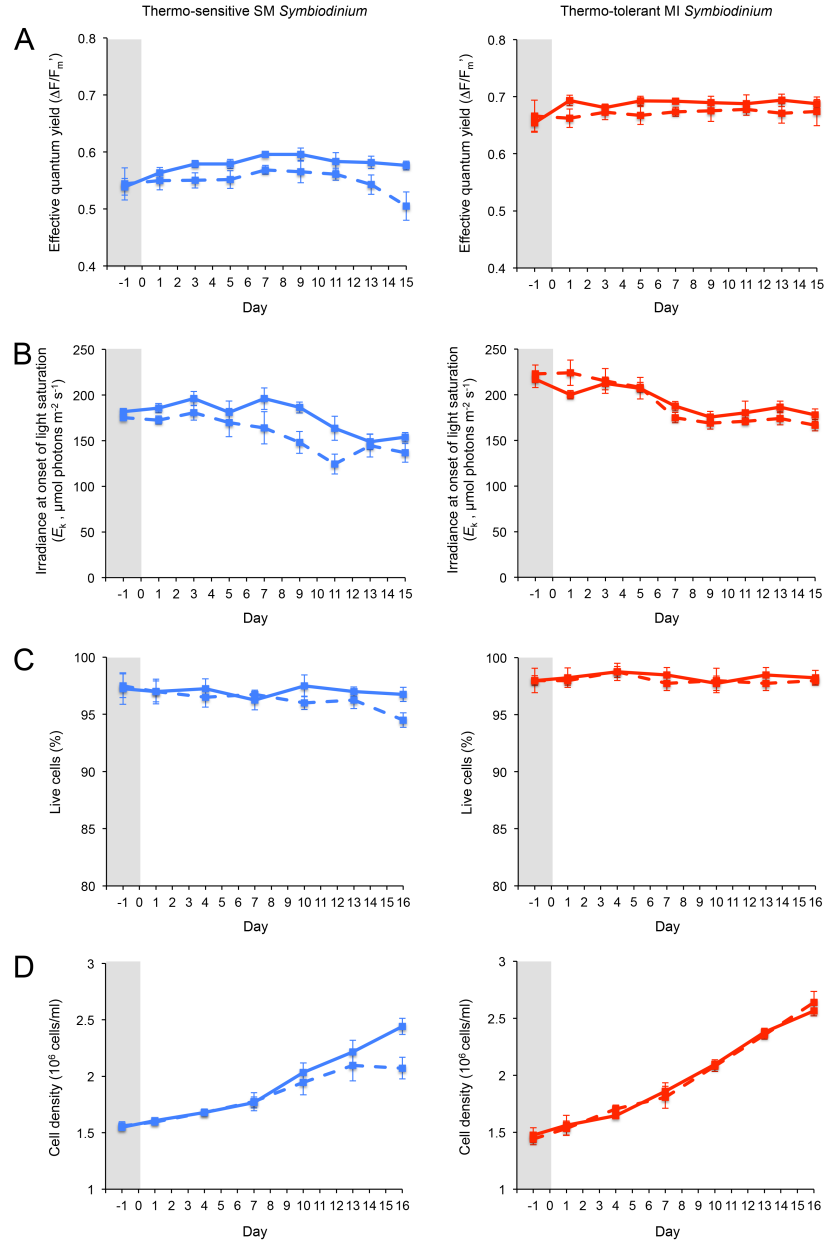

**Figure S1.**

Additional physiological measurements of *Symbiodinium* exposed to heat stress.

Intact lines represent the 27°C temperature treatment, and dashed lines represent the 32°C temperature treatment. Before heating, all samples were kept at 27°C (values in the grey regions). (A)  $\Delta F/F_m'$  (mean  $\pm$  s.e.m.,  $n = 4$ ). (B)  $E_k$  (mean  $\pm$  s.e.m.,  $n = 4$ ). (C) Culture viability (mean  $\pm$  s.e.m.,  $n = 4$ ). (D) Cell density (mean  $\pm$  s.e.m.,  $n = 4$ ). No statistically significant (PERMANOVA) differences were detected between temperature treatments at  $p < 0.05$ .

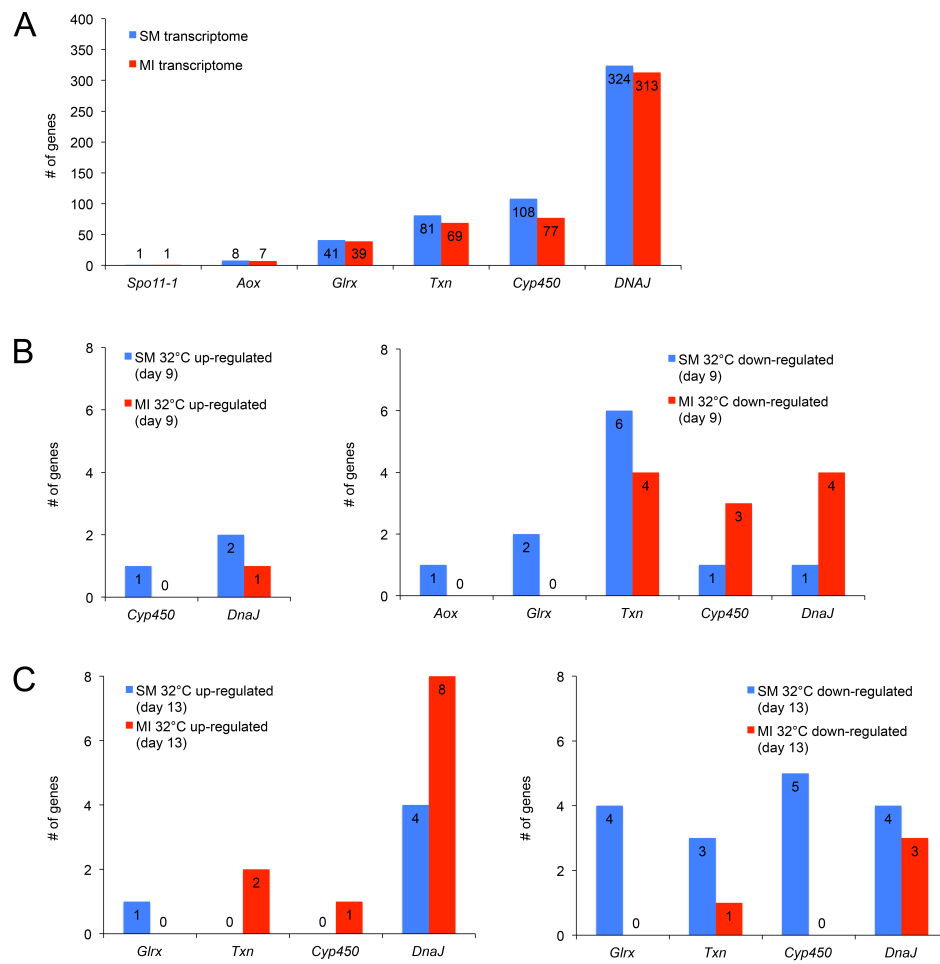

**Figure S2.**

Regulation of additional meiosis, ROS scavenging, and molecular chaperone genes.

(A) The number of genes for gene types involved in sexual reproduction or thermal tolerance in the SM and MI transcriptomes. The number of DEGs from each gene type at 32°C (Trinity/edgeR: fold  $\geq 4$  and FDR  $\leq 0.001$  relative to 27°C) are shown for each population on (B) day 9 and (C) day 13. Gene types that had no DEGs in either population are excluded from (B) and (C). Gene abbreviations are as follows: meiotic recombination protein Spo11-1 (*Spo11-1*), alternative oxidase (*Aox*), glutaredoxin (*Glrx*), thioredoxin (*Txn*), cytochrome P450 (*Cyp450*), chaperone protein DnaJ (*DnaJ*). DEG annotation and differential expression details are provided in Tables S4-7.

(A) ITS2 and *Fe-Sod* PCR products amplified from purified SM or MI genomic DNA were imaged after electrophoresis in a 1% agarose gel. (B) Nucleotide sequence alignment with ClustalW (Thompson et al. 2002) revealed 47-61% identity between a full-length *Fe-Sod* gene from the MI population (TR20255|c0\_g1, open reading frame: 674-78[-]) and partial-length *Fe-Sod* genes identified by Krueger et al. (2015) in types B1, E, and F1 *Symbiodinium*. Alignments were visualized with UCSF Chimera (Pettersen et al. 2004). Consensus bases across all sequences are red and capitalized. The degree of conservation for each base across all sequences is represented by grey bar height.

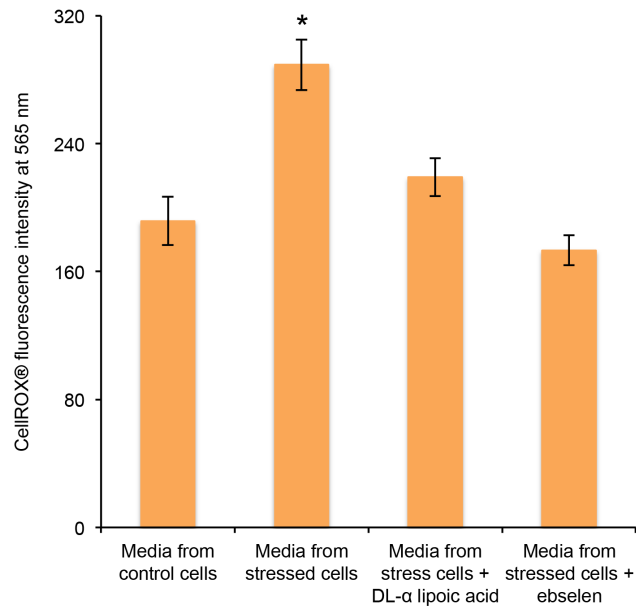

**Figure S4.**

Validation of CellROX® Orange reagent usage with *Symbiodinium* culture media.

The SM population was kept at 27°C for six days with a 12:12 hour light:dark cycle ( $50 \mu\text{mol quanta m}^{-2} \text{s}^{-1}$ ) for control samples or heated at 32°C for six days with constant light ( $100 \mu\text{mol quanta m}^{-2} \text{s}^{-1}$ ) for stressed samples. 2 mM DL- $\alpha$  lipoic acid (Calbiochem) or 100  $\mu\text{M}$  ebselen (Sigma) was added to samples one hour before incubating media with CellROX® reagent. Asterisks indicate statistically significant (ANOVA) differences between experimental samples (stressed with or without ROS inhibitors; mean  $\pm$  s.e.m,  $n = 3$ ) and control samples (mean  $\pm$  s.e.m,  $n = 3$ ) at  $p < 0.05$ .

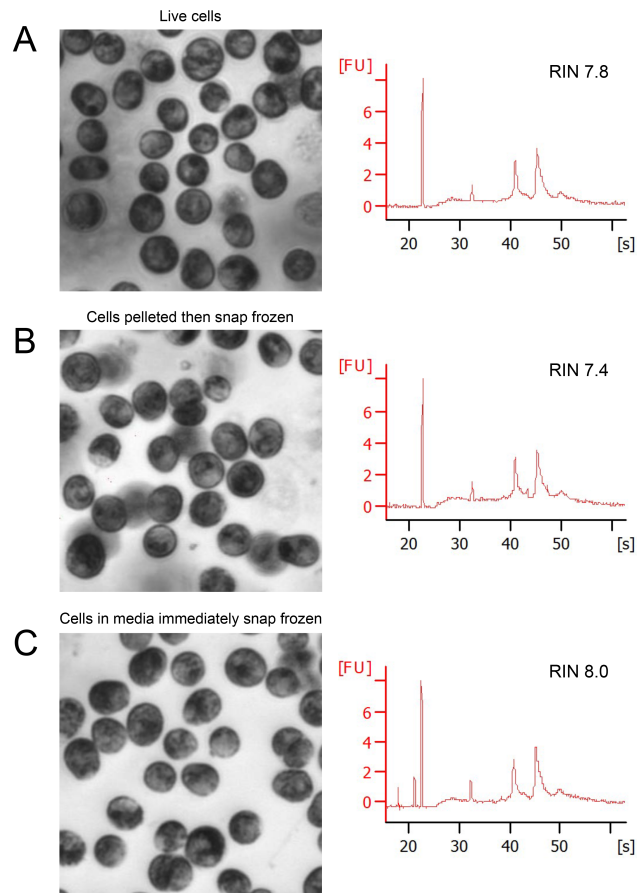

**Figure S5.**

No detected degradation of *Symbiodinium* immediately snap frozen in media.

Cells from the SM population were imaged on an Olympus fv1000 confocal microscope with the 60x objective, and extracted RNA was run on an Agilent 2100 bioanalyzer. (A) Live cells and a representative bioanalyzer report of RNA integrity. (B) Thawed cells from pelleting culture aliquots by centrifugation, removing media, and then snap freezing cells (~10 minute process) and a representative bioanalyzer report of RNA integrity. (C) Thawed cells that had been immediately snap frozen in media (within 10 seconds of removal from the experimental incubator) and a representative bioanalyzer report of RNA integrity. No sign of cell lysis or loss of RNA integrity between RNA preservation methods was observed.

How the deposited data were processed for this re-analysis (not part of the article)

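Each of 2 populations of type C1 *Symbiodinium*, SM and MI, was grown in 8 flasks, 4 assigned to 27 °C and 4 to 32 °C, with 2 flasks of each population in each of 4 incubators, and RNA of each flask was sequenced on days −1, 9, and 13. This gave 24 libraries per population and 48 in all. The authors trimmed and filtered the reads, assembled those of each population with Trinity, removed near-identical transcripts, annotated the transcripts against SwissProt, UniRef90/TrEMBL, and Pfam-A, and estimated expected counts per gene with RSEM. The deposited tables hold these expected counts, without scaling for library size, and 1 annotation table per population. Each library was assigned to its population, day, and temperature from the labels of the deposited data. The sample number in the label was taken as the flask.

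Total counts per library lay between 7085356 and 9343283, with a median of 8453462. The 10 largest genes took between 1.44% and 12.9% of a library, and TMM factors lay between 0.894 and 1.08. Between 2 libraries of a group, the squared difference in counts over what counting alone would give had a median of 3.73 over 72 pairs of libraries (1.21 to 24.7), so that the spread between flasks exceeded counting error. Fold changes of genes with few counts are limited by counting, and for genes with 1 to 3 counts in a group the ratio of counts relative to the library totals, without TMM scaling, is given with a 95% counting interval. A gene with 0 counts in a group is given a lower bound against a floor of 3 counts over the group.

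Expected counts were rounded to whole numbers. Within each population and day, genes with at least 10 counts over the 8 libraries were compared between 32 °C and 27 °C with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM scaling. A gene was called with a fold change of at least 4 and an FDR (Benjamini-Hochberg) of at most 0.001. The interaction of day and temperature was fitted over the 16 libraries of days 9 and 13 of a population, with the same limits. The same flask carries the same number on each day, so the flask pairs libraries between days and not between temperatures. In the deviations from their group means, libraries of days 9 and 13 with the same number had a median correlation of 0.342 in MI and 0.169 in SM, against −0.107 and −0.0894 for different numbers, and the interaction was therefore also fitted with the flask as a block.

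GO categories were those listed for each gene in the annotation, without ancestral terms. Enrichment was tested with a probability weighting by transcript length, fitted as a spline with mgcv 1.9.3, and a category was enriched at an FDR under 0.05. Gene types were counted by patterns in the names of the hits. To compare the assemblies, each was searched against the other with BLAST+ 2.17.0, and a gene was matched at 95% identity or more over at least 50% of the shorter transcript, with an E value of at most 1e-10. The best hit of a gene was its best UniRef90/TrEMBL hit, counted as bacterial by the lineage given with it and as kinetoplastid by that lineage or by the organism code of its identifier, since the lineage was missing for some hits; shares of bacterial hits are therefore lower bounds. Random lists for comparison with each list of calls, 10000 for each, were drawn from the genes tested in 20 bins of mean expression. Other calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1.

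The steps were tested on simulated data. When 200 genes with abundant counts were changed by known folds above the limit, in negative binomial counts drawn from the mean of each gene and the library sizes, with a spread between flasks that was the same for every gene and with no effect of the incubator, the quasi-likelihood test, the exact test, and DESeq2 1.42.0 recovered 200 with 0 false calls in both comparisons tried, and so did the interaction with and without the block. This tests that the steps run as intended and does not give their error rates in the real data. A category placed in simulated gene lists was found in 20 of 20 lists, and lists without one gave a mean of 0 enriched categories. A simulated excess of unmatched genes was found in 200 of 200 lists, and 4 of 200 lists without one were above the range of the random lists.

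The tests, the limits, the alternatives, and the rule for the genes named were set before the data were examined, with these exceptions. Added afterwards were 2 alternatives, the restriction to matched genes and a second set of name patterns for gene types. So were the search between the assemblies with the tests built on it and the tests by kinetoplastid best hit or GC content. The test on called chaperone and Fe-Sod genes and the tests on ribosomal protein and tubulin genes were also added afterwards. The flask was used as a block because of the correlations between the days given above. The other alternatives were edgeR's exact test, DESeq2, DESeq2 size factors, scaling by library total alone, the filterByExpr filter of edgeR, no count filter, an FDR of 0.05 with the same fold limit, no fold limit, sums over the flasks of each incubator, genes without bacterial, archaeal, or viral SwissProt hits, and each flask left out in turn. For GO categories they were no length weighting, all annotated genes as background, SwissProt categories alone, and the lists of the exact test and of an FDR of 0.05. For the BCV they were the filters and the median of the gene-wise dispersions, and for gene types SwissProt hits alone and the longest transcript alone.

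The genes named were those the paper names by identifier and the Msh4, Msh5, and Spo11-2 genes of its Tables S4 to S7; the Msh1, Msh3, and Msh6 genes, the Spo11-1 genes, and the Fe-Sod genes; the ROS scavenging and chaperone gene with the highest expression per direction in each of these tables, whose values had been seen in the paper; and, per population on days 9 and 13, the 2 largest log2 fold changes in each direction among called genes with a SwissProt hit, a mean of at least 1 cpm, and the flasks at 32 °C all on one side of those at 27 °C. Physiological measurements and PCR were not analysed here.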

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

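The tests of how many genes of a list were matched between the assemblies were chosen after the results were seen, as was the test on ribosomal protein and tubulin genes; the count of other splits of the flasks was planned.

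In each group of 4 libraries, the gap between the highest or lowest library and the nearest of the others was divided by the range of the group, and a group was singled out when this was above the 95% critical value of Dixon's test. Chance gives this in about 1 in 20 groups, and it was found in 18 of 208 groups (8.65%). The share of counts in the 10 largest genes stood apart in 3 of them: flask 3 of MI at 27 °C on day 9 (2.11%, the others 1.47% to 1.50%; 0.959 of the range), flask 7 of MI at 27 °C on day 13 (2.29%, the others 1.64% to 1.72%; 0.888), and flask 1 of SM at 32 °C on day 13 (1.89%, the others 1.49% to 1.53%; 0.910). Without flask 3, MI day 9 had 1265 DEGs, without flask 7, MI day 13 had 1317, and without flask 1, SM day 13 had 2225. No explanation for these shares was tested.

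Among the named genes, 7 groups stood apart at the whole of the range (1) because 3 libraries had 0 cpm and the last had few counts: TR21056|c0_g1 at 27 °C on day 13 (flask 4, 0.127 cpm), TR30385|c0_g1 at 32 °C on day 9 (flask 6, 0.117), TR549|c0_g1 at 32 °C on day 13 (flask 1, 0.127), and TR60336|c0_g1 at 32 °C on day 9 (flask 2, 0.218) in MI, and TR41849|c0_g1 at 27 °C on day 13 (flask 4, 0.121), TR47492|c0_g1 at 27 °C on day 9 (flask 7, 0.127), and TR83721|c0_g1 at 32 °C on day 13 (flask 2, 0.447) in SM. The same held for TR83958|c0_g1 of SM in the flasks to be heated on day −1 (flask 5, 0.115 cpm). In TR878|c0_g1 of SM at 27 °C on day 9, flask 3 had 0 cpm and the others 0.125 to 0.136 (0.922 of the range). Values this low rest on few counts, which alone can set a library apart.

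The other groups had more counts. In SM they were TR38107|c0_g1 at 27 °C on day 9 (flask 7, 13.1 cpm, the others 11.1 to 11.4; 0.884 of the range), TR41849|c0_g1 at 32 °C on day 9 (flask 6, 1.64, the others 0.338 to 0.432; 0.928), TR6505|c0_g1 at 32 °C on day 9 (flask 6, 4.10, the others 1.47 to 1.80; 0.873), and TR67406|c0_g1 at 32 °C on day 9 (flask 2, 2.92, the others 1.64 to 1.80; 0.871). In MI they were TR33359|c0_g1 at 32 °C on day 13 (flask 2, 19.4, the others 14.5 to 14.8; 0.931) and TR42430|c0_g1 at 27 °C on day 13 (flask 8, 23.6, the others 16.7 to 16.8; 0.991). No biological explanation was tested, since these flasks share their conditions with the others of their group.

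In the MI population the effect of temperature differed between days 9 and 13 in 1146 genes (quasi-likelihood interaction, FDR of at most 0.001 and a difference of at least 4-fold), with 1902 when the flask was a block. The difference, day 13 minus day 9 on the log2 scale, was 4.27 for TR20255|c0_g1 (interaction FDR 4.52e-04 from the quasi-likelihood model), 7.72 for TR30385|c0_g1 (7.78e-08), 6.52 for TR52747|c0_g1 (2.66e-08), 5.04 for TR61543|c0_g1 (4.62e-07), and 5.19 for TR62486|c1_g1 (4.54e-09). The values of TR30385|c0_g1 and TR52747|c0_g1 rest on 1 and 3 counts at 32 °C on day 9 and depend on the prior count of the fit. A chance assignment of single flasks can be excluded as the cause of the 1146 genes, since 1 of 35 splits of the flasks, the real one, gave as many, but this does not exclude differences between the incubators, which hold the flasks in pairs. All 5 genes are unmatched with a kinetoplastid best hit. Without flask 6 the number of genes was 540, and without flask 2 it was 707. When only matched genes were tested, 1 gene passed.

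Counts on MI genes with a kinetoplastid best hit, which the paper does not report on, made up 1.06 ± 0.197% of each library at 32 °C on day 13 and 0.492 ± 0.0633% at 27 °C (exact permutation p = 0.0286, 2-sided, the smallest that 4 against 4 flasks can give). On day 9 the shares were 0.359 ± 0.0229% and 0.526 ± 0.0776% (exact permutation p = 0.0286), and on day −1, before heating, 0.816 ± 0.119% and 1.05 ± 0.180% (exact permutation p = 0.0571). In SM, where 178 of the 267 genes with such a hit were matched, the share also differed between the temperatures on days 9 and 13. It was 0.338 ± 0.00545% at 32 °C and 0.286 ± 0.0137% at 27 °C on day 9 (exact permutation p = 0.0286). On day 13 it was 0.349 ± 0.00273% and 0.293 ± 0.0154% (exact permutation p = 0.0286). On day −1 it was 0.291 ± 0.0131% and 0.277 ± 0.0276% (exact permutation p = 0.457). Of the MI genes with such a hit that were tested, 96.7% were higher at 32 °C on day 13, with a median log2 fold change of 2.12. On day 9, 93.2% were lower, with a median of −2.32. Their ribosomal protein and tubulin genes moved with the rest: 94 of 94 were lower on day 9 and 117 of 118 higher on day 13. On day −1, 86.2% of the genes with such a hit, with 116 of 119 ribosomal protein and tubulin genes among them, were already lower in the flasks to be heated, with a median of −0.56. The medians of matched MI genes were 0.05 on day 9, −0.05 on day 13, and 0.03 on day −1. Unmatched MI genes without such a hit had medians of −1.92 on day 9, 1.18 on day 13, and −0.45 on day −1. Their quartiles on day 13 were −1.18 and 2.12. The shift was thus not confined to genes with a kinetoplastid best hit. For the genes with such a hit, a candidate explanation is a changed amount of RNA of a kinetoplastid, or of several, in MI. This amount would be lower at 32 °C on day 9 and higher on day 13, rather than single genes being regulated. This explanation is a hypothesis found and tested on the same data. Whether temperature changed that amount stays open, since the 4 flasks of a temperature stood in 2 incubators and the genes differed between the same flasks before heating, and a shift in all genes of an organism and a regulated change in each of them were not told apart by sequence alone.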

How the results depend on the processing

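The restriction to matched genes was chosen after the data were seen. The flask was used as a block because of the correlations between days 9 and 13. The other alternatives in this part were planned. Counts of DEGs, of genes called on both days, of the interaction, and of GO categories, with the BCV and the gene types, stayed within 1.5 times their value, in the same direction, in 177 comparisons with an alternative, moved further in 76, and had the majority of genes or categories on the other side in 17. DESeq2, DESeq2 size factors, scaling by library totals, and leaving out genes whose SwissProt hit is bacterial, archaeal, or viral moved no total of DEGs on day 9 or 13 by more than 1.5 times, though library totals moved the higher genes of SM on day 13 from 524 to 823.

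The exact test called 4701 genes in SM and 2403 in MI on day 9, 4407 and 3538 on day 13, 2229 and 1046 on both days, and 1 in SM on day −1; the cause was not tested. filterByExpr, which tests fewer genes, gave 1489 and 1630 DEGs in SM on days 9 and 13, and 673 and 362 genes on both days in SM and MI. Without a count filter there were 3495 SM and 2387 MI genes on day 9, and 1825 and 920 on both days; the cause was not tested. That setting moved the median log2 fold change of tested genes to −0.14 in SM on day 9, −0.15 in SM on day 13, and −0.17 in MI on day 9, and DESeq2 and its size factors moved it to −0.10 in SM on day 9.

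An FDR of 0.05 with the same fold limit, a wider limit by construction, gave 9010 and 5247 genes on day 9, 8685 and 7804 on day 13, 4292 and 2500 on both days, and 3931 in the MI interaction. With no fold limit, also wider by construction, the numbers were 11009 in SM on day 9 (5516 higher and 5493 lower), 7391 in MI on day 9 (3754 higher and 3637 lower), 15784 in SM on day 13, 10407 in MI on day 13 (3751 higher and 6656 lower), and 8415 and 4616 on both days. On day 9 in both populations and on day 13 in MI this puts the majority on the other side.

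Sums over the 2 flasks of an incubator, which leave 2 values per temperature, gave 11 and 16 genes on day 9, 896 and 444 on day 13, and 9 and 13 on both days, with the majority on the other side in MI on day 9 (10 higher and 6 lower) and day 13 (179 higher and 265 lower). Matched genes alone, which are fewer, gave 671 and 234 on day 9, 1533 and 583 on day 13, 501 and 139 on both days, and 1 in the MI interaction, with the majority on the other side in MI on day 9 (142 higher and 92 lower) and day 13 (186 higher and 397 lower). With the replicate block, that is with the flask that pairs the days, the interaction had 1902 genes in MI and 23 in SM; the cause was not tested. The block applies to no comparison within a day. The median of the gene-wise dispersions gave a BCV of 0.244 in SM on day −1, where it was highest.

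The number of enriched GO categories in SM on day 9 was 36 for lists of the exact test. In SM on day 13 it was 31 for these lists, 32 at an FDR of 0.05 for the genes, and 24 in matched genes. In MI it was 5 on day 9 in matched genes, all of higher genes, and on day 13 90 at an FDR of 0.05 and 15 in matched genes. The cause was not tested.

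With each flask left out in turn, which leaves 3 flasks against 4, the DEGs ranged from 858 to 2899 in SM on day 9 (1160 without flask 1, 858 without flask 2 and 939 without flask 5), 1579 to 3429 in SM on day 13 (1643 without flask 2, 1688 without flask 3 and 1579 without flask 5), 768 to 1622 in MI on day 9 (768 without flask 5, 857 without flask 6 and 946 without flask 7), and 928 to 2434 in MI on day 13 (1247 without flask 2 and 928 without flask 6). In MI on day 13 the majority was lower without flask 1 (623 higher and 731 lower), flask 6 (440 higher and 488 lower), and flask 8 (785 higher and 992 lower). Genes called on both days ranged from 480 to 1131 in SM (761 without flask 1, 480 without flask 2, 758 without flask 3, 491 without flask 5 and 713 without flask 8) and 225 to 753 in MI (369 without flask 2, 310 without flask 5, 225 without flask 6 and 306 without flask 7). The interaction ranged from 0 to 1 in SM (1 without flask 6) and 540 to 1236 in MI (707 without flask 2 and 540 without flask 6). GO categories ranged from 2 to 35 in SM on day 9 (4 without flask 1, 4 without flask 2, 9 without flask 4, 2 without flask 5, 35 without flask 7 and 14 without flask 8, with the majority of categories from higher genes without flasks 1 and 2), 5 to 34 in SM on day 13 (5 without flask 2, 12 without flask 3, 34 without flask 4 and 14 without flask 5, with the majority from higher genes without flasks 3 and 5), 57 to 94 in MI on day 9 (57 without flask 5), and 12 to 70 in MI on day 13 (36 without flask 1, 16 without flask 2, 39 without flask 3, 18 without flask 5, 12 without flask 6 and 14 without flask 7, with the majority from higher genes without flasks 5 and 6). The cause was not tested.

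Of the values of named genes, 1620 kept their direction and their side of the limits, 114 kept their direction and no longer passed (38 of them with sums over incubators), 46 kept it and newly passed (9 by the exact test and 13 at an FDR of 0.05), and 17 changed direction, all in genes that were not called. They were the log2 fold changes of TR6505|c0_g1 SM day 13 (−0.11 to 0.41 with a flask left out, reversed without flask 6), of TR104834|c0_g1 MI day 9 (−0.73 to 0.10 with a flask left out, reversed without flask 3) and TR104834|c0_g1 MI day 13 (−0.30 to 0.38 with a flask left out, reversed without flask 1), of TR33359|c0_g1 MI day 9 (−0.14 to 0.0574 with a flask left out, reversed without flasks 4, 5 and 6), and of TR42430|c0_g1 MI day 9 (DESeq2 −0.0409, its size factors −0.0408, library totals −0.0589, filterByExpr −0.0521, no count filter −0.0183, incubator sums −0.0169, matched genes −0.0509; −0.0581 to 0.0668 with a flask left out, reversed without flasks 1, 2, 6 and 7). The cause was not tested. Depth limits the genes with few counts, whose intervals are given with their values.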

Differences from the paper's values

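The restriction to matched genes and the second set of name patterns were chosen after the data were seen. Each number of DEGs was compared with the paper's under 19 alternatives, which are edgeR's exact test, DESeq2, DESeq2 size factors, library totals, filterByExpr, no count filter, an FDR of 0.05 with the same fold limit, no fold limit, sums over incubators, no bacterial, archaeal, or viral SwissProt hits, each of the 8 flasks left out, and matched genes alone, and all but the last were set before the data were examined. A value is within reach of the paper's when neither is more than 1.5 times the other, and the alternatives that are not listed for a value left it further away. Where an alternative comes within reach, it is the setting under which the values meet.

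On day 9 the DEGs of SM numbered 2278 here and 4608 in the paper, within reach under the exact test (4701) and no count filter (3495). The DEGs of MI on day 9 numbered 1458 here and 2379 in the paper, within reach under the exact test (2403), no count filter (2387) and without flask 8 (1622). On day 13 the DEGs of SM numbered 2560 here and 4272 in the paper, within reach under the exact test (4407), no count filter (3594) and without flask 4 (3429). Those of MI on day 13 numbered 1880 here and 3513 in the paper, within reach under the exact test (3538), no count filter (2421) and without flask 4 (2434). Down-regulated genes in SM on day 9 numbered 2078 here and 4199 in the paper, within reach under the exact test (4289), no count filter (3225) and no fold limit (5493). Those in MI on day 9 numbered 1311 here and 2179 in the paper, within reach under the exact test (2194), no count filter (2201) and without flask 8 (1492). Down-regulated genes in SM on day 13 numbered 2036 here and 3341 in the paper, within reach under the exact test (3456), no count filter (2913) and without flask 4 (2612). Up-regulated genes in MI on day 13 numbered 1031 here and 2201 in the paper, within reach under the exact test (2197). On day −1 the DEGs of SM numbered 0 here and 1 in the paper, within reach under the exact test (1).

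For both days, the up-regulated genes of SM numbered 131 here and 239 in the paper, within reach under the exact test (240), library totals (185) and no count filter (176). The down-regulated genes of SM on both days numbered 1016 here and 1925 in the paper, within reach under the exact test (1989) and no count filter (1649). Those of MI numbered 332 here and 585 in the paper, within reach under the exact test (578), no count filter (489), without flask 4 (393) and without flask 8 (546). The MI genes down-regulated on day 9 and up-regulated on day 13 numbered 174 here and 353 in the paper, within reach under the exact test (350), no count filter (337) and no fold limit (349).

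GO categories were compared under 14 alternatives, which are no length weighting, all annotated genes as background, lists of the exact test, lists at an FDR of 0.05, SwissProt categories alone, each of the 8 flasks left out, and matched genes alone, and none came within reach for the values given next. Down-regulated genes were enriched for 18 (the paper's 133) categories in SM on day 9, 88 (the paper's 311) in MI on day 9, 9 (the paper's 135) in SM on day 13, and 50 (the paper's 160) in MI on day 13. Metabolic and biosynthetic categories among them were 2 (the paper's 26), 0 (the paper's 45), 0 (the paper's 19), and 0 (the paper's 13). Up-regulated genes of MI on day 13 were enriched for 9 (the paper's 60) categories, 0 (the paper's 9) of them metabolic or biosynthetic. For the MI genes down-regulated on day 9 and up-regulated on day 13 there were 5 (the paper's 29) and 0 (the paper's 7), with no alternative tried. The categories here were those listed for each gene, without their ancestral terms, which the paper's test included.

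Gene types were counted with the first name patterns and, as alternatives, with SwissProt hits alone, with the longest transcript alone, and with the second patterns. There were 0 Ni-Sod genes in SM (in the paper about 4 in Fig. S2A, read by eye) and 0 in MI (about 5), 104 Hsp70 genes in SM (about 52 in Fig. 4A, read by eye), and 3 Aox genes in SM (about 8 in Fig. S2A, read by eye) and 3 in MI (about 7). The 2 alternatives set before the data were examined did not come within reach, and the second patterns, chosen after seeing the values, did, with 3, 4, 51, 7, and 5. Of the 144 genes that the paper lists as called in Tables S4 to S7, the second patterns leave out 4 (1 of them Hsp70) and the first leave out 5 (2 Hsp70).

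Numbers of up-regulated genes of a type were compared under the alternatives of the DEGs apart from an FDR of 0.05, no fold limit, and the left-out flasks. Up-regulated Fe-Sod genes of MI on day 13 numbered 1 here and 3 in the paper, within reach under the exact test (3), no count filter (2) and filterByExpr (2). Up-regulated Gpx genes of MI on day 13 numbered 0 here and 1 in the paper, within reach under the exact test (1) and no count filter (1). Up-regulated Txn genes of MI on day 13 numbered 1 here and 2 in the paper, within reach under the exact test (2). Up-regulated DnaJ genes of MI on day 13 numbered 5 here and 8 in the paper, within reach under the exact test (9) and no count filter (8). Up-regulated DnaJ genes of SM on day 13 numbered 2 here and 4 in the paper, within reach under the exact test (4) and no count filter (3). Up-regulated Glrx genes of SM on day 13 numbered 0 here and 1 in the paper, within reach under the exact test (1). Up-regulated Cyp450 genes of SM on day 9 numbered 0 here and 1 in the paper, within reach under the exact test (1). Up-regulated DnaJ genes of SM on day 9 numbered 1 here and 2 in the paper, within reach under the exact test (3), DESeq2 (2), no count filter (2) and library totals (2). The paper's text is the source of the DnaJ number of MI on day 13, and its Table S7 lists 9, of which 5 were called here and 9 by the exact test.

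Table S7 of the paper gives TR33359|c0_g1 of MI a log2 fold change of 2.44 on day 13 as a Msh4 gene, and it was −0.39 here, also by the exact test, the alternative compared. The MI Msh4 gene here is TR3359|c0_g1, at 2.43. Table S5 of the paper also gives TR3359|c0_g1 as the MI Msh4 gene, so a misprinted identifier in Table S7 is the likely reason for the difference. Under the printed identifier, TR33359|c0_g1 is among the genes of Table S7 that were not called, which are counted next.

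Of the genes that the paper lists as differentially expressed, 9 of the 26 in Table S4 were called here (26 by the exact test and 14 by DESeq2), 23 of the 33 in Table S5 were called here (33 by the exact test and 16 by DESeq2), 19 of the 37 in Table S6 were called here (37 by the exact test and 17 by DESeq2), and 31 of the 48 in Table S7 were called here (47 by the exact test and 26 by DESeq2).

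The paper has Hsp genes going down on day 9 in MI alone. Here 1 Hsp70 and 1 Hsp90 gene were lower in SM too (3 and 1 by the exact test; 0 and 1 with the second patterns, or 1 and 1 with the exact test as well), against 6 and 3 in MI. The paper has Spo11-2 up-regulated in both populations on both days. TR41849|c0_g2 of SM on day 9, at a log2 fold change of 2.32 (FDR 0.00116), was not called here, and it was called by the exact test (FDR 2.51e-05), by DESeq2, without a count filter, with library totals, and among matched genes.

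For up-regulated MI genes on day 13 the paper lists protein folding and unfolded protein binding as enriched. Neither was here (24 of 618 genes, FDR 1.00, and 4 of 48, FDR 1.00), nor for lists of the exact test (39 and 5 genes, each at an FDR of 1.00). The paper puts more metabolic and biosynthetic categories among the down-regulated genes of MI than of SM on day 9, and fewer in MI on day 13 than on day 9. Here SM had 2 on day 9, and MI had 0 on day 9 and 0 on day 13. The paper's test included ancestral terms and the test here did not, so these results are not compared like for like.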

Other observations

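The tests that compare lists of calls with the assembly of the other population, the test on called chaperone and Fe-Sod genes, and the test on matched ribosomal protein and tubulin genes were chosen after the results were seen.

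The 2 populations belong to the same type, and 59.3% of SM genes and 65.4% of MI genes had a match in the other assembly. Of the genes lower at 32 °C, 85.9% in SM on day 9 were unmatched, against a median of 23.1% (95% range 21.5% to 24.7%) in random lists of the same expression, 58.8% in SM on day 13 (22.6%, 21.1% to 24.3%), and 95.1% in MI on day 9 (16.3%, 14.4% to 18.2%). Of the genes higher in MI on day 13, 86.8% were unmatched (21.3%, 19.1% to 23.7%), and of the MI genes lower on day 9 and higher on day 13, 100% (5.75%, 2.30% to 9.20%). A candidate explanation for these lists is RNA of other organisms in the cultures, whose amount differed between the flasks at 27 °C and at 32 °C. Genes that are specific to a population, or that were assembled in 1 of the populations alone, would also be unmatched, and these were not told apart from other organisms gene by gene. Best hits differed from those of the genes tested: of the lower SM genes, 20.2% on day 9 and 22.6% on day 13 had a bacterial best hit, against 7.83% and 7.98%, and of the higher MI genes on day 13, 47.7% had a kinetoplastid best hit.

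For 3 other lists the test left the same explanation open: 47% of the higher SM genes on day 9 were unmatched (random lists 24.5%, 19.5% to 30.5%), 31.7% of the higher SM genes on day 13 (21.2%, 17.9% to 24.4%), and 46.9% of the lower MI genes on day 13 (17.7%, 15.4% to 20.1%). These shares were above the random lists, but most genes of each list were matched, so for its unmatched genes a response of the dinoflagellate and RNA of other organisms cannot be told apart. Of the higher MI genes on day 9, 10.2% were unmatched, below the median of 17.01% in random lists (11.6% to 22.4%), which argues against an organism present in 1 of the cultures alone.

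All 18 heat shock protein, DnaJ, and Fe-Sod genes called higher in MI on day 13 were unmatched and had a kinetoplastid best hit, whereas 77 of the 414 other MI genes of these types that were tested (18.6%) were unmatched (Fisher's exact test, 2-sided, p = 3.71e-13). Among the 486 matched ROS scavenging and chaperone genes of MI that were tested, 0 were called higher by the quasi-likelihood test, with a median log2 fold change of −0.09, and with no minimum fold change 20 were higher and 55 lower at an FDR of at most 0.001. RNA of a kinetoplastid that was more abundant at 32 °C on day 13 is a candidate explanation for the 18 genes. A heat response of the dinoflagellate under 4-fold, in the 20 genes among others, stays open, since 4.12% of the matched genes of these types and 4.51% of other matched genes were higher. The populations were not compared in a test of their difference.

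The 7 Msh4, Msh5, and Spo11-2 genes, 4 in SM and 3 in MI, were all matched (7 of 7), and 0 had a kinetoplastid best hit, which argues against an organism present in 1 of the cultures alone. A match does not by itself make a gene one of the dinoflagellate, since some matched genes, such as TR16515|c0_g2 of SM, have a bacterial best hit. An organism shared by both cultures that became more abundant at 32 °C would raise its ribosomal protein and tubulin genes as well. Of the matched genes of these kinds, 0 of 584 in SM on day 9, 0 of 586 in SM on day 13, 0 of 547 in MI on day 9, and 1 of 559 in MI on day 13 were called higher, with median log2 fold changes of −0.33, −0.47, 0.06, and 0.05. The increase of the meiosis genes may thus be a response of the dinoflagellate, a hypothesis that rests on the same libraries. Differences between the incubators are not excluded as a cause of this increase. It is not shown that the cells went through meiosis.

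GC content and scaling were weighed for the higher MI genes on day 13, whose median GC content was 60.5%. Matched genes with at least 60% GC had a median log2 fold change of −0.10 (3852 genes, 2 called higher), whereas unmatched ones had 1.95 (7104 genes, 563 called higher), which argues against GC bias as the whole cause. The share of higher genes was 54.8% after TMM scaling, 58.4% with DESeq2 size factors, and 60.0% with library totals, which argues against the scaling as the cause of the majority. In matched genes alone, 31.9% of the DEGs were higher.

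Genes matched one to one were used to compare the populations. On day 9, 89.3% of the 439 pairs called in either population moved in the same direction in both, and 46 of the 46 pairs called in both did so. On day 13, 58.7% of 1448 pairs did, with 64 of the 67 called in both, 72.9% of those called in SM, and 37.4% of those called in MI. A response shared by both populations is a candidate explanation for the pairs called on day 9, but the flasks of both stood in the same incubators, so differences between incubators would be shared as well and are not excluded. On day 13 a shared and a separate response cannot be told apart by this test, since the genes called in SM and those called in MI gave shares on either side of an even split. Over all pairs, called or not, 53.9% moved in the same direction on day 9 and 40.4% on day 13, and the correlation of the log2 fold changes was 0.256 on day 9 and −0.0979 on day 13.

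Other splits of the 8 flasks into 4 and 4, of which there are 35, were tested in the same way. A chance assignment of single flasks can be excluded for the DEGs of SM and MI on days 9 and 13 and the interaction in MI. For each of these, 1 of 35 splits, the real one, gave as many. The other splits gave 0 DEGs on days 9 and 13, so 0 genes called on both days and 0 enriched GO categories had to follow. The counts of genes called on both days and of categories therefore add nothing about chance. Counting splits treats the flasks as exchangeable, although they stood in pairs in incubators and most of the splits part the flasks of an incubator. Differences between the incubators are therefore not excluded as a cause of the calls. Before heating, MI flasks of different incubators already differed more than flasks of the same incubator. On day −1 the squared difference in counts, over what counting alone would give, was 1.21 to 2.30 for MI pairs within an incubator. For MI pairs of a group in different incubators it was 4.35 to 7.80. In SM the ranges overlapped, at 1.64 to 5.20 within and 3.97 to 24.7 between incubators. For the DEGs on day −1 in both populations and the interaction in SM the real split gave 0, so that 35 of 35 splits gave as many whatever the cause, and the count says nothing about chance. In SM on day −1, the split of flasks 1, 2, 3, and 4 from the others gave 569 genes, and this split sets incubators 1 and 2 against incubators 3 and 4. In MI on day −1, the split of flasks 1, 2, 7, and 8 from the others gave 5 genes, and it sets incubators 1 and 4 against incubators 2 and 3. Each was the only split of its comparison with any call, and both follow the incubators.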
